# Extracellular matrix-driven metabolic control of pancreatic endocrine lineage allocation

**DOI:** 10.1038/s44319-025-00610-6

**Published:** 2025-10-27

**Authors:** Christine Ebeid, Adam Rump, Chenglei Tian, Anant Mamidi, Adèle De Arcangelis, Gérard Gradwohl, Henrik Semb

**Keywords:** Pancreatic Endocrinogenesis, PDK4, Laminin-411, Mechanotransduction, YAP Signalling, Cell Adhesion, Polarity & Cytoskeleton, Development, Metabolism

## Abstract

The mechanical and metabolic states of progenitor and stem cells are emerging as key regulators of cell fate decisions. Lineage specification of pancreatic endocrine cells is promoted by reduced mechanical tension in vitro, but the underlying mechanism is poorly understood. Here, we show that heterogeneously deposited low-adhesion extracellular matrix (ECM) components, such as the laminin isoform LN411, trigger a local “soft” environment by broadly reducing the expression of integrins. Mimicking this low-tension state by in vitro knockdown and in vivo gene targeting of the LN-binding integrins *Itga3* and *Itga6* reveal their importance in inducing endocrinogenesis. Unexpectedly, the cell responds to this change in tensile forces by engaging a major metabolic enzyme, PDK4, to execute the resulting cell fate decision. PDK4 achieves this through two distinct mechanisms: a non-canonical action controlling YAP activity and a canonical metabolic function maintaining PDX1 expression. In sum, we believe our findings have broad relevance for how local changes in mechanical tension governs cell behaviour in many developmental and disease contexts.

## Synopsis

The extracellular matrix component laminin-411 drives endocrine fate choice during pancreas development by linking mechanical and metabolic signaling. PDK4 plays a critical role, controlling endocrine specification through both non-canonical inhibition of YAP and metabolic regulation of PDX1 expression via acetyl-CoA levels.

- Laminin-411 specifies endocrine fate in the pancreas by reducing cell-ECM adhesion through downregulation of integrins α3, α6, α5, and αV.
- The metabolic kinase PDK4 bridges mechanical signals to cell fate decisions, translating reduced cell adhesion into endocrine specification.
- PDK4 controls endocrine fate choice via both metabolic regulation and noncanonical actions.

## Abstract (web summary)

The extracellular matrix component laminin-411 drives endocrine fate choice during pancreas development by linking mechanical and metabolic signaling. PDK4 plays a critical role, controlling endocrine specification through both non-canonical inhibition of YAP and metabolic regulation of PDX1 expression via acetyl-CoA levels.

## Introduction

Recent advances in single-cell RNA sequencing have significantly enhanced our understanding of the gene regulatory networks governing cell fates (Asp et al, 2019; La Manno et al, 2021; Olaniru et al, 2023). However, much less is known about the identity and mechanisms of the environmental cues that control the fate-inducing transcriptional machinery. Here, we unravel the identity and mode of action of important niche cues that control the gene regulatory apparatus involved in the differentiation of the endocrine cell lineages during pancreas development.

During pancreas development, the epithelium is segregated into a pro-acinar “tip” and a bipotent ductal/endocrine compartment. Endocrine progenitor cells are specified in a salt and pepper pattern within the bipotent epithelium by induction of the transcription factor *Neurog3* (Apelqvist et al, 1999; Gu et al, 2002; Gradwohl et al, 2000). However, our understanding of the identity and functional mechanisms of the extracellular cues that induce differentiation of endocrine progenitors remains incomplete. A lateral inhibition mechanism has been proposed to control *Neurog3* induction, wherein Neurog3 upregulates the Notch ligand Dll1 to repress *Neurog3* expression in neighboring cells (Qu et al, 2013). However, the expression patterns of both Notch ligands and the key Notch target gene *Hes1* are inconsistent with a classical lateral inhibition model (Ahnfelt-Rønne et al, 2012). An alternative model is thus needed to explain how a small, scattered subset of bipotent pancreatic progenitor cells is specified toward the endocrine lineage.

Recently, we and others identified YAP-mediated mechanosignalling as an upstream regulator of Notch signaling during development of the pancreas and a variety of other tissues (Mamidi et al, 2018; Engel-Pizcueta and Pujades, 2021; Cebola et al, 2015). While YAP activity is classically regulated by the Hippo pathway, the mild phenotype of pancreas-specific Hippo component knockout suggests Hippo-independent regulation during pancreas development (Mamidi et al, 2018; Gao et al, 2013). Recent work revealed extensive Hippo-independent regulation of YAP activity by the extracellular matrix (ECM), actin dynamics, and cellular metabolism (Panciera et al, 2017; Chi et al, 2020; Ibar and Irvine, 2020). Consistently, we demonstrated that confinement of pancreatic bipotent progenitors in vitro, for example via certain ECM molecules or actin depolymerization, promotes endocrine specification through reduced YAP activity (Mamidi et al, 2018). However, what remains unclear is whether this machinery is operational in vivo, and by which environmental signal it is controlled.

Recent studies have demonstrated that metabolic pathways play key roles in the regulation of cell fates. For instance, glucose metabolism controls the first lineage segregation during mammalian development by regulating YAP nuclear localization through the hexosamine biosynthetic pathway, thereby specifying trophectodermal fate (Chi et al, 2020). This metabolic control extends to major developmental transitions, as demonstrated by mannose metabolism directing mesoderm specification during gastrulation (Cao et al, 2024). However, while these studies establish metabolism as a key regulator of development, both the roles of specific metabolic regulators in organ-specific cell fate decisions and the way in which these regulators are influenced by environmental cues remain largely unexplored.

In this study, the low adhesion LN411 is identified as the key extrinsic regulator of endocrine fate choice. LN411 adhesion leads to reduced expression of integrins, including the laminin-binding integrins α3 and α6, in bipotent progenitor cells. We show that in vitro knockdown and in vivo knockout of these integrins increase endocrine induction. Hence, heterogeneous deposition of LN411 within the trunk epithelium may explain why a subset of bipotent pancreatic progenitor cells adopt an endocrine fate.

Surprisingly, we identify the metabolic regulatory kinase PDK4, which regulates conversion of pyruvate to acetyl-CoA (Holness and Sugden, 2003), as a key mediator of LN411-induced endocrine specification. Specifically, exposure to LN411 induces upregulation of *PDK4*, which induces endocrinogenesis through dual functions. While YAP is inhibited by a non-canonical mechanism, *PDX1* expression is maintained via reduced production of acetyl-CoA. Altogether, our findings provide a new paradigm for how cells integrate mechanosignalling and metabolism to control cell fate decisions.

## Results

### LN411 induces endocrine specification of pancreatic progenitors

We previously showed that plating pancreatic progenitors on human placenta laminin induces their endocrinogenesis (Mamidi et al, 2018). To pinpoint which laminin isoform is most potent in inducing endocrinogenesis in vitro, we reseeded human embryonic stem cell (hESC)-derived pancreatic progenitors from the HUES4 cell line on nine different laminin isoforms. The extent of endocrine induction was notably contingent on the specific laminin isoform, with LN211 and LN411 being the most effective inducers of NEUROG3, insulin, and glucagon expression (Fig. 1A–D). Importantly, while both LN211 and LN411 showed strong endocrinogenic effects in the HUES4 cell line, only the effect of LN411 was conserved in the independent SA121-derived NEUROG3 reporter (NGN3-GFP) hESC cell line (Fig. EV1A–C). This cell line-independent effect led us to focus our subsequent mechanistic studies on LN411. Interestingly, the endocrinogenic effect by LN211 and LN411 was associated with cell clustering, whereas cells reseeded on fibronectin and the other laminin isoforms spread to form a monolayer (Figs. 1A and EV1A and EV2A,B). As anticipated from our previous model of laminin-induced endocrine specification, LN411 induced decreased levels of actin polymerization, nuclear YAP, and expression of YAP target genes (Fig. EV2C,D). Collectively, these findings underscore a distinct and specific pro-endocrinologic effect of LN411 in vitro across multiple cell lines.

**Figure 1:**
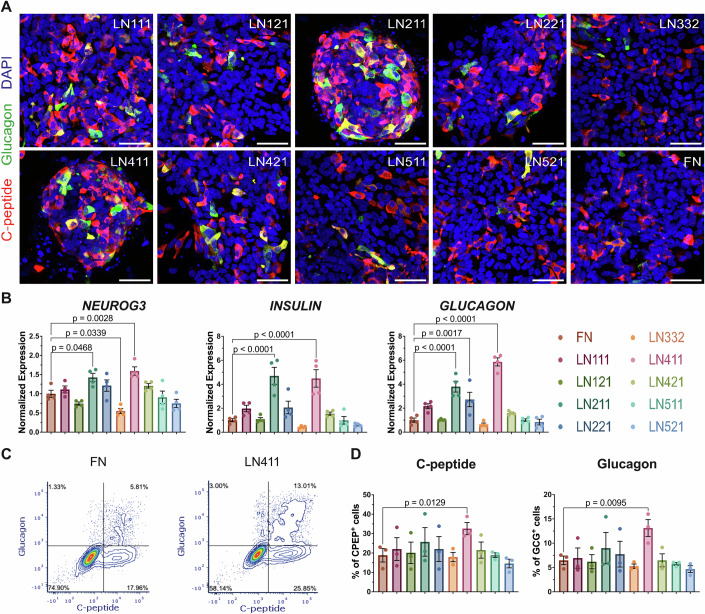
LN411 specifically induces endocrine specification. (**A**) Maximum intensity projection images of HUES4-derived pancreatic progenitors reseeded on indicated ECM proteins for 9 days. Immunofluorescence with DAPI (blue), glucagon (green), and C-peptide (red). Scale bar = 50 μm. (**B**) qPCR analysis of endocrine marker genes (*NEUROG3*, *INSULIN*, and *GLUCAGON*) 4 days after reseeding on indicated ECM proteins. The data were analyzed by Dunnett’s test with comparison to FN and are shown as mean expression ±SEM (*n* = 4, biological replicates). (**C**) Representative flow cytometry plots of C-peptide and Glucagon expression 9 days after reseeding on the indicated ECM proteins. (**D**) Quantification of total C-peptide positive cells and Glucagon positive cells in (**C**). The data were analyzed by Dunnett’s test with comparison to FN and are shown as mean expression ± SEM (*n* = 3, biological replicates). Source data are available online for this figure.

**Figure EV1:**
LN411 specifically induces endocrine specification in the NGN3-GFP cell line. (**A**) Representative brightfield (first and third row of panels) and epifluorescence (second and fourth row of panels) images of NGN3-GFP-derived pancreatic progenitors 4 days after reseeding on the indicated ECM proteins. Scale bar = 200 μm. (**B**) Representative flow cytometry plots of NGN3-GFP reporter expression 4 days after reseeding. (**C**) Quantification of NGN3-GFP reporter expression in (**B**). The data were analyzed by Dunnett’s test with comparison to FN and are shown as mean expression ± SEM (*n* = 4, biological replicates).

**Figure EV2:**
LN411 induces a confined morphology, reduces actin polymerization, and decreases YAP activity. (**A**) Live imaging of HUES4-derived pancreatic progenitors reseeded on FN by differential-interference contrast (DIC). Imaging started 1 h after reseeding. Scale bar = 100 μM. (**B**) Live imaging of HUES4-derived pancreatic progenitors reseeded on LN411 by differential-interference contrast (DIC). Imaging started 1 h after reseeding. Scale bar = 100 μM. (**C**) NGN3-GFP-derived pancreatic progenitors were sorted for GP2 using fluorescence-activated cell sorting, reseeded on FN (top panels) or LN411 (bottom panels) for 2 days and immunostained for YAP (left panels, red) or with phalloidin (right panels, red) in addition to DAPI (blue). Scale bar = 30 μm. (**D**) qPCR analysis of pancreatic of the YAP target genes *CYR61* and *CTGF* in NGN3-GFP derived pancreatic progenitors 24 h after reseeding on LN411 or FN. The data were analyzed using two-tailed paired t-tests and are shown as mean expression ± SEM (*n* = 4, biological replicates).

### LN411 induces endocrinogenesis via reduced cell-ECM adhesion

LN411 has previously been shown to have lower adhesion properties compared to other laminin isoforms (Ishikawa et al, 2014). This decreased adhesion has been shown to impact the surface expression of integrins, as weak binding of integrins to the ECM disrupts focal adhesion and stress fiber formation, leading to integrin internalization (Du et al, 2011). Consistently, we found a coordinated reduction in the expression of both fibronectin-binding integrins α5 and αV and laminin-binding integrins α3 and α6 at both the RNA and protein levels upon exposure to LN411 (Figs. 2A and EV3A). To assess whether the decreased expression of integrins is directly associated with endocrinogenesis, we examined the expression of each integrin in NGN3-GFP^+^ hESCs upon latrunculin B treatment (Mamidi et al, 2018). Indeed, the expression of each of the four integrins was reduced in NGN3-GFP^+^ endocrine progenitors compared to their NGN3-GFP^-^ counterparts (Fig. EV3B,C). These findings suggest that LN411 induces endocrinogenesis via a reduction in cell-ECM adhesion.

**Figure 2:**
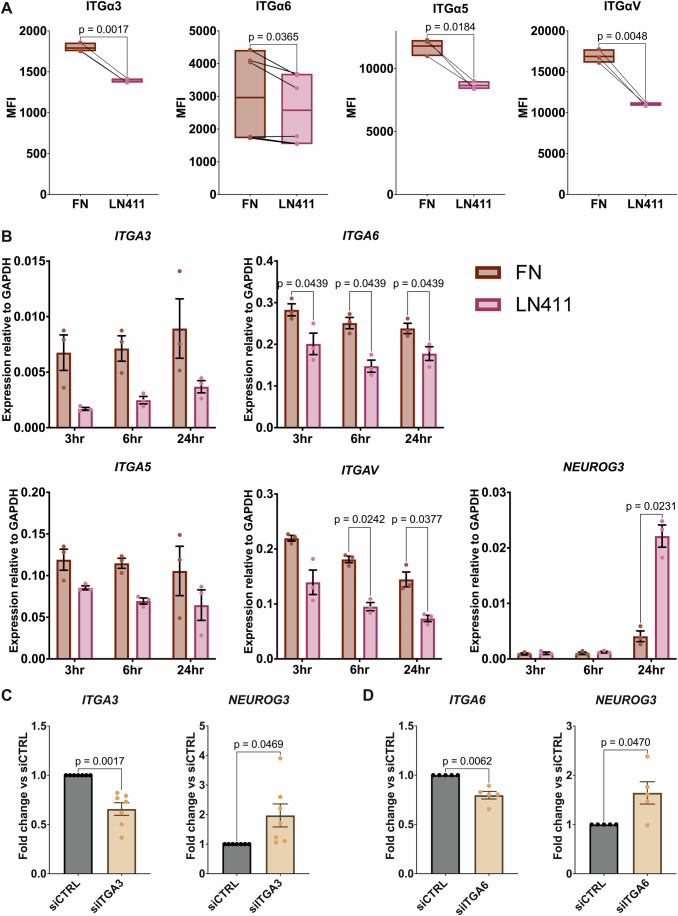
LN411 induces endocrine specification downstream of integrin downregulation. (**A**) Flow cytometry analysis of surface expression of indicated integrins 2 days after reseeding of NGN3-GFP-derived pancreatic progenitors on FN or LN411. Data were analyzed by two-tailed paired t-tests and are shown as boxplots with box boundaries extending to the minimum and maximum with a line at the mean (*n* = 6 for ITGα6, *n* = 3 for ITGα3, ITGα5, and ITGαV, biological replicates). (**B**) qPCR analysis of cell-ECM adhesion genes (*ITGA6*, *ITGA3*, *ITGA5* and *ITGAV*) and the endocrine marker gene *NEUROG3* at indicated time points after reseeding on LN411 or FN. The data were analyzed by paired *t*-tests with Holm–Šídák adjustment for multiple comparisons and are shown as mean expression ± SEM (*n* = 3, biological replicates). (**C**) qPCR analysis of *ITGA3* and *NEUROG3* 2 days after transfection of pancreatic progenitors with siRNA targeting *ITGA3*. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 7, biological replicates). (**D**) qPCR analysis of *ITGA6* and *NEUROG3* 2 days after transfection of pancreatic progenitors with siRNA targeting *ITGA6*. The data were analyzed using two-tailed paired *t*-tests and are shown as mean fold change in expression ± SEM (*n* = 5, biological replicates). Source data are available online for this figure.

**Figure EV3:**
Reseeding on LN411 leads to downregulation of integrins. (**A**) qPCR analysis of indicated integrins in HUES4-derived pancreatic progenitors 4 days after reseeding on FN or LN411. The data were analyzed using two-tailed paired t-tests and are shown as mean expression ± SEM (*n* = 4, biological replicates). (**B**) Representative flow cytometry plots of Latrunculin B-treated NGN3-GFP-derived pancreatic progenitors immunostained for indicated integrins. (**C**) Quantification of mean fluorescence intensity in NGN3-GFP^+^ and NGN3-GFP^-^ cells as indicated in (**B**). Data were analyzed by two-tailed paired *t*- and are shown as boxplots with box boundaries extending to the minimum and maximum with a line at the mean (*n* = 4 for ITGα3 and ITGα6, *n* = 3 for ITGα5, *n* = 2 for ITGαV, biological replicates).

To ascertain whether the reduced expression of integrins by LN411 is secondary to increased endocrine induction, we measured the expression of each integrin 3, 6, or 24 h after reseeding. Remarkably, the expression of each integrin was reduced at every time point. At 6 h after reseeding, the expression of *ITGA6*, *ITGA5* and *ITGAV* was significantly reduced, while there was no difference in the expression of any endocrine marker gene at this time point (Fig. 2B). This indicates that reduced expression of integrins precedes endocrine induction upon reseeding on LN411.

To genetically validate the direct role of integrin α3 and α6 in endocrinogenesis, siRNA-based knockdown experiments were performed. Knockdown of either integrin α3 or α6 was sufficient to enhance endocrine specification (Fig. 2C,D). Importantly, this enhancement occurs when cells are cultured on LN521, precluding a specific effect of LN411-integrin interactions. These findings collectively demonstrate that reduced expression of laminin-binding integrins α3 and α6 actively promotes endocrine specification, thus providing compelling evidence for a mechanistic link between LN411-induced reduction in cell-ECM adhesion and the induction of endocrine fate in pancreatic progenitors.

### Reduced expression of laminin-binding integrins promotes endocrinogenesis in vivo

To validate our in vitro findings in vivo, we analyzed the consequences of knocking out integrins α3 and α6 in the developing mouse pancreas. First, we examined the distribution of laminin isoforms in the pancreatic epithelium at E15.5, which revealed a heterogenous distribution of laminin α4 (Fig. EV4). Due to the previously reported functional redundancy between *Itga3* and *Itga6*, we generated single and double knockouts by intercrossing *Itga3*^+/−^ and *Itga6*^+/^^−^ mice (De Arcangelis et al, 1999). Given the embryonic lethality of the double knockouts, we conducted the analysis using an ex vivo explant system (Fig. 3A).

**Figure 3:**
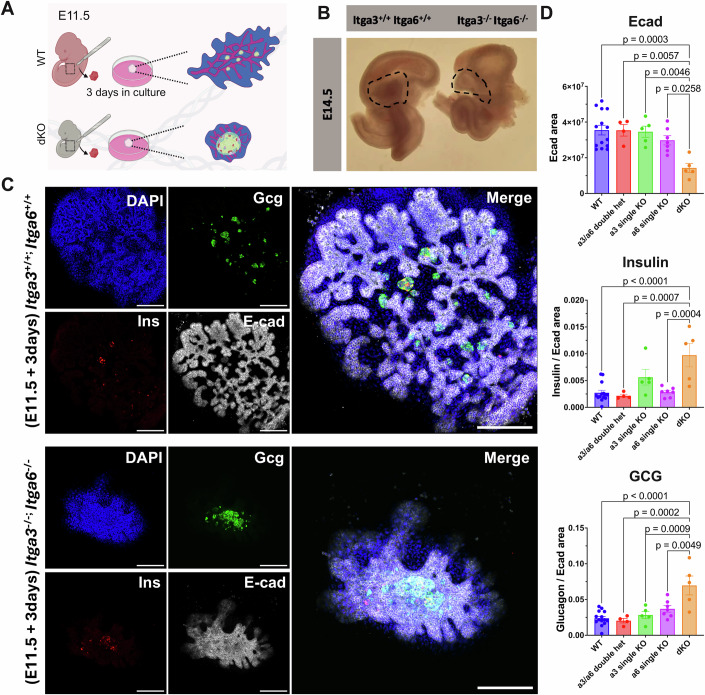
*ITGA3* and *ITGA6* redundantly inhibit endocrine specification in vivo. (**A**) Schematic of the explant experimental setup. Due to embryonic lethality of *Itga3*^−/−^; *Itga6*^−/−^ mouse embryos, pancreata were explanted at E11.5. Explants were then cultured for 3 days, after which hypoplasia was apparent in double knockout explants. (**B**) Images showing part of the dissected gastrointestinal tract from E14.5 WT and *Itga3*^−/−^; *Itga6*^−/−^ mouse embryos. The double knockout exhibits hypoplasia of the pancreas (outlined). (**C**) Representative whole-mount staining of *Itga3*^*+/−*^/*Itga6*^*+/−*^, and *Itga3*^−/−^/*Itga6*^−/−^ pancreata explanted at E11.5 and cultured for 3 days ex vivo. Immunostaining with DAPI (blue), insulin (red), glucagon (green), and E-cadherin (E-cad, White). Scale bar = 200 μm. (**D**) Quantification of the staining for *Itga3*^+/−^/*Itga6*^−/−^ and *Itga3*^−/−^/*Itga6*^+/−^ pancreatic explants. The data were analyzed by Tukey’s test and are shown as mean expression ± SEM (*n* = 14 for wild type, 4 for double heterozygotes, 7 for *Itga6* single knockout, and 5 for *Itga3* single knockout and *Itga3*/*Itga6* double knockout, biological replicates). Source data are available online for this figure.

**Figure EV4:**
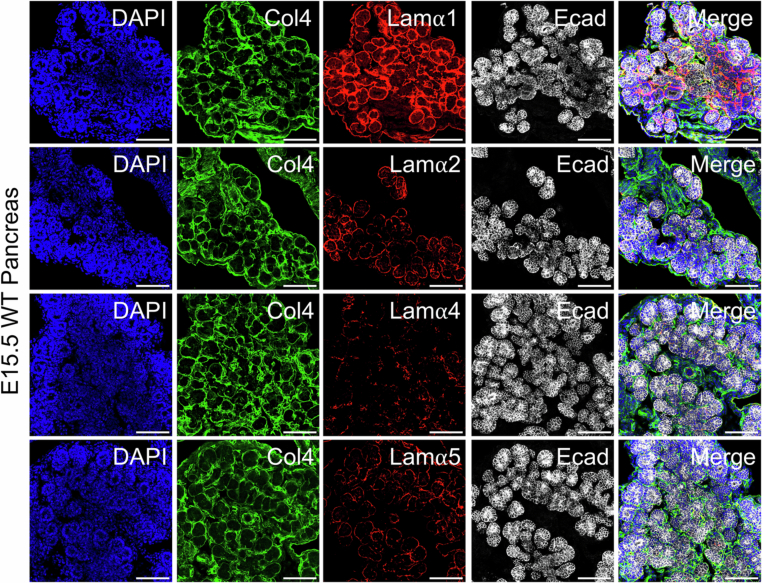
Heterogenous expression of laminin isoforms in the pancreatic epithelium. Immunofluorescent staining of 20-μm sections of E15.5 pancreas immunostained for collagen IV (Col4, green), E-cadherin (E-cad, white), and indicated laminin α chains (Lamα1-5, red), as well as DAPI (blue). Scale bar = 100 μM.

Knockout of either *Itga3* or *Itga6* alone had no discernible effects on pancreas size, morphology, or proportion of endocrine cells (Fig. 3D). However, the pancreas of the *Itga3/Itga6* double knockouts exhibited an expansion of the endocrine compartment, coupled with hypoplasia and reduced branching (Fig. 3B–D). A similar phenotype of pancreatic hypoplasia coupled with expansion of the endocrine compartment occurs in the pancreata of Yap1 or Hes1 knockout mice (Mamidi et al, 2018; Jensen et al, 2000). In the case of Hes1 knockout, this phenotype has been attributed to premature specification of post-mitotic endocrine cells (Jensen et al, 2000). Together, these findings indicate that reduced expression of the laminin-binding integrins hinders the expansion of pancreatic bipotent progenitors and promotes their differentiation into the endocrine lineage over the duct lineage in a functionally redundant manner.

### Reduced cell-ECM adhesion induces endocrine specification via *PDK4*

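The RNA sequencing compared pancreatic progenitors reseeded on LN411, a laminin isoform with low adhesion, or on fibronectin (FN) at day 19 of differentiation. Cells were collected 3, 6 or 24 h after reseeding, with 3 samples for each of the 6 combinations of matrix and time and 18 samples in all. The paper gives the cells as derived from NGN3-GFP, a human embryonic stem cell line with a reporter for NEUROG3, while the sample labels also name the HUES4 line. The authors aligned the reads with STAR to GRCh38, counted reads per gene and compared LN411 with FN at each time point with DESeq2. What was analysed here is the authors' deposited table of these comparisons, with a mean normalized count over all samples, a log2 fold change of LN411 over FN, its standard error, a Wald statistic, a p-value and an adjusted p-value for each gene. Values for single samples were not analysed here, so that the depth of each library is unknown and the spread between replicates enters only through the standard errors. The mean normalized counts in the authors' deposited table sum to 53205778 over the genes listed at 3 h. A gene's mean normalized count was the same at all 3 times, with a largest relative gap of 4.89e-07, as for a mean over all 18 samples. For genes with a mean normalized count of at least 1000, the ratio of the standard error at 6 h to that at 3 h had a median of 1.00 and a 5th to 95th percentile range of 0.973 to 1.03. The authors' deposited table lists 20233 genes at 3 h, 21140 at 6 h and 19569 at 24 h, of which 17487, 12943 and 19569 have an adjusted p-value. At 6 h, all genes without one have mean normalized counts below 108.3 in the authors' deposited table, the limit of DESeq2's independent filtering, and at 3 h this limit is 17.1. From these values, the adjusted p-values were recomputed, 95% confidence intervals were derived from the standard errors, and the log2 fold changes of different times were tested against each other.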

To unravel the downstream targets responsible for the endocrinogenic impact of reduced cell-ECM adhesion, we carried out a time course bulk RNA sequencing of bipotent pancreatic progenitor cells reseeded on LN411 or fibronectin for 3, 6, or 24 h. At 3 h, only 67 genes were differentially expressed, increasing to 1065 genes at 6 h and 5780 genes at 24 h. 

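Recomputing two-sided p-values from the Wald statistics of the authors' deposited table and adjusting them by the Benjamini-Hochberg method gave 67 genes with an adjusted p-value under 0.05 at 3 h, and all 67 were calls of the authors. All 1065 genes called in the same way at 6 h and all 5780 at 24 h were also shared with the authors' calls. These were 0.383% of the tested genes at 3 h, 8.23% at 6 h and 29.5% at 24 h. Of the 67 genes at 3 h, 32 were upregulated and 35 downregulated on LN411, against 634 and 431 at 6 h and 3268 and 2512 at 24 h. Most of the changes were small, with a median absolute log2 fold change of 0.24 at 3 h, 0.20 at 6 h and 0.30 at 24 h among the called genes. An absolute log2 fold change of at least 0.5 was reached by 3 of the called genes at 3 h, 50 at 6 h and 1698 at 24 h, of which 0, 19 and 808 were upregulated. A t distribution with 12 degrees of freedom in place of the normal distribution left 8 genes at 3 h, 338 at 6 h and 4409 at 24 h. At 6 h, the fold changes also followed the GC content and length of transcripts, and 698 genes were called at this time once these trends were removed. Of the 67 genes called at 3 h, 56 were also called at 6 h, of which 55 changed in the same direction. Of the 1065 genes called at 6 h, 750 were also called at 24 h, 707 of them in the same direction. The upregulated genes with the smallest p-values in the authors' deposited table were *RGS4*, *ANGPTL4* and *FST* at 3 h, *RGS4*, *DEPP1* and *FOXA3* at 6 h, and *RFX6*, *KCTD12* and *CACNA2D1* at 24 h. Downregulated genes with small p-values in the authors' deposited table included *EGLN3* and *FOXA1* at 3 h, *KRT18* and *STC2* at 6 h, and *KRT18*, *KRT8* and *ADM* at 24 h. *RGS4* had a log2 fold change of 0.49 (standard error 0.052, adjusted p = 9.05e-17) at 3 h in the authors' deposited table. *KRT18* (ENSG00000111057, chromosome 12 of GRCh38, 52948871 to 52952906) had a log2 fold change of −1.77 at 24 h in the authors' deposited table, with a 95% confidence interval of −1.83 to −1.72. Reads shared between genes were not tested and leave the values of *KRT18* and *KRT8* uncertain. *KRT18* and *KRT8* overlap by 1084 bases on opposite strands, and keratin 8 has pseudogenes that can share its reads. One of them, *KRT8P36*, which was chosen after its values were seen, had a log2 fold change of −1.53 at 24 h in the authors' deposited table.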

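The endocrine genes were followed through the 3 time points in the authors' deposited table. *NEUROG3* (ENSG00000122859) lies on chromosome 10 of GRCh38 from 69571698 to 69573422 and encodes the transcription factor that starts endocrine specification. Its log2 fold change in the authors' deposited table was 0.067 (standard error 0.19) at 3 h, 0.45 (standard error 0.16, adjusted p = 0.0611) at 6 h and 2.54 (standard error 0.12, adjusted p = 1.99e-98) at 24 h. The 95% confidence interval at 6 h ran from 0.13 to 0.76, above 0, although the adjusted p-value did not pass 0.05. At 24 h, the fold change was 5.82 and its log2 interval ran from 2.31 to 2.77. *NKX2-2* (chromosome 20, 21511017 to 21514064) had a log2 fold change of 0.69 (standard error 0.21, adjusted p = 0.0155 from DESeq2) at 6 h in the authors' deposited table, which lies under 0.05 and above 0.01. The 95% confidence interval of this value ran from 0.29 to 1.10, and its adjusted p-value lay between 0.0214 and 0.111 over the alternatives that recompute it, with the highest value from a t distribution. At 24 h, the log2 fold change of *NKX2-2* in the authors' deposited table was 2.31 (standard error 0.17, adjusted p = 3.73e-42). *INSM1* (chromosome 20, 20368104 to 20370949) had log2 fold changes of −0.13 at 6 h (adjusted p = 0.703) and 1.92 at 24 h (adjusted p = 1.00e-39) in the authors' deposited table. For *NEUROD1* (chromosome 2, 181668295 to 181680827), the authors' deposited table gives −0.017 at 6 h without an adjusted p-value, since its mean normalized count of 71.2 is below the limit of the filter, and 1.54 (adjusted p = 1.78e-07) at 24 h. *NEUROD1* overlaps the annotated span of *CERKL* by 12371 bases on the same strand, so that reads could be split between them or left uncounted. The 95% confidence interval of *NEUROD1* at 6 h ran from −0.69 to 0.65, which leaves a change in either direction open. A list of 21 endocrine genes was fixed before the deposited table was examined and after the paper's results were read. It had 20 members listed at 6 h, with a median log2 fold change of 0.12, and 21 at 24 h, with a median of 0.80. Tested as a set with limma's cameraPR, the list was shifted upward at 6 h (adjusted p = 0.0193) and at 24 h (adjusted p = 6.71e-17), and not past the threshold at 3 h (adjusted p = 0.0629). Over the 6 alternatives of this test, the adjusted p-value at 6 h ranged from 0.00109 to 0.546, and it was above 0.05 with a preset correlation of 0.05 between genes, on ranks and on log2 fold changes. At 24 h, 13 of the 21 genes were upregulated with adjustment over all genes and 14 adjusted over the list alone, and at 6 h 3 of 20 and 4 adjusted over the list alone. At 6 h, 11 of the 20 genes had no adjusted p-value in the authors' deposited table. The 3 upregulated at 6 h were *NKX2-2*, *RFX6* and *SCGN*, the last named after its values were seen. The list test was not run without these genes, so that a shift of the other members at 6 h is not shown.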

Genes involved in endocrine specification such as *NEUROG3*, *NEUROD1*, *INSM1*, and *NKX2-2* were all only significantly upregulated after 24 h, with a minor increase in *NEUROG3* expression at an earlier time point (Fig. 4A). 

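*CCN1* (ENSG00000142871, chromosome 1 of GRCh38, 85580761 to 85584589) and *CCN2* (ENSG00000118523, chromosome 6, 131948176 to 131951372) encode secreted matrix proteins and are targets of YAP. *CCN1* had a log2 fold change of −0.23 (standard error 0.16, adjusted p = 1.00) at 3 h, −1.02 (standard error 0.16, adjusted p = 6.86e-08) at 6 h and −3.16 (standard error 0.16, adjusted p = 1.27e-79) at 24 h in the authors' deposited table. For *CCN2*, the authors' deposited table gives −0.36 (standard error 0.19, adjusted p = 0.965) at 3 h, −1.27 (standard error 0.19, adjusted p = 1.22e-08) at 6 h and −2.91 (standard error 0.20, adjusted p = 1.95e-47) at 24 h. The 95% confidence intervals at 6 h were −1.34 to −0.70 for *CCN1* and −1.65 to −0.89 for *CCN2*, both below 0. At 3 h, both intervals included 0, with −0.55 to 0.094 for *CCN1* and −0.74 to 0.019 for *CCN2*. At 6 h, *CCN1* was 50.7% lower and *CCN2* 58.5% lower on LN411 than on FN. A list of 22 YAP targets, which includes *CCN1* and *CCN2*, was fixed before the deposited table was examined and after the paper's results were read. It had 21 genes listed. The list's median log2 fold change was −0.094 at 3 h, −0.27 at 6 h and −0.69 at 24 h. With limma's cameraPR, the list was shifted downward at 6 h (adjusted p = 2.80e-21) and 24 h (adjusted p = 5.11e-22), and also at 3 h (adjusted p = 0.000103). Without *CCN1* and *CCN2*, the median of the other 19 genes was −0.24 at 6 h and the adjusted p-value of the list test was 1.80e-16, with 12 genes below 0 and 7 above. At 3 h, the adjusted p-value ranged from 1.56e-05 to 0.381 over the 6 alternatives of the test, with the highest value on log2 fold changes in place of the Wald statistic. At 6 h, 11 of the 21 listed genes were downregulated with adjustment over all genes and 12 adjusted over the list alone. At 24 h, 14 members were downregulated and 2 upregulated with adjustment over all genes, and 14 and 3 adjusted over the list alone. The upregulated members included *NT5E*, chosen after its values were seen, with a log2 fold change of 2.08 in the authors' deposited table. *CCN2* lies within the annotated span of the antisense transcript *LINC01013*, whose reads the counting may have shared if it did not use the strand. *YAP1* itself had a log2 fold change of 0.16 (adjusted p = 0.00583) at 6 h and 0.40 (adjusted p = 1.07e-18) at 24 h in the authors' deposited table. Its adjusted p-value at 6 h ranged from 0.00471 to 0.0809 over the alternatives that recompute it, with the highest value, past 0.05, from a t distribution.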

Consistent with previous findings demonstrating YAP-mediated enhancement of endocrinogenesis upon inhibition of actin polymerization (Mamidi et al, 2018; Hogrebe et al, 2020), key YAP targets, including *CYR61* (*CCN1*) and *CTGF* (*CCN2*), were significantly downregulated after 6 h of treatment (Fig. 4A). A similar pattern of reduced expression of YAP targets at 6 h without an increase in expression of endocrine marker genes was observed after treatment of cells with the actin-depolymerizing agent latrunculin B (Fig. EV5A).

**Figure 4:**
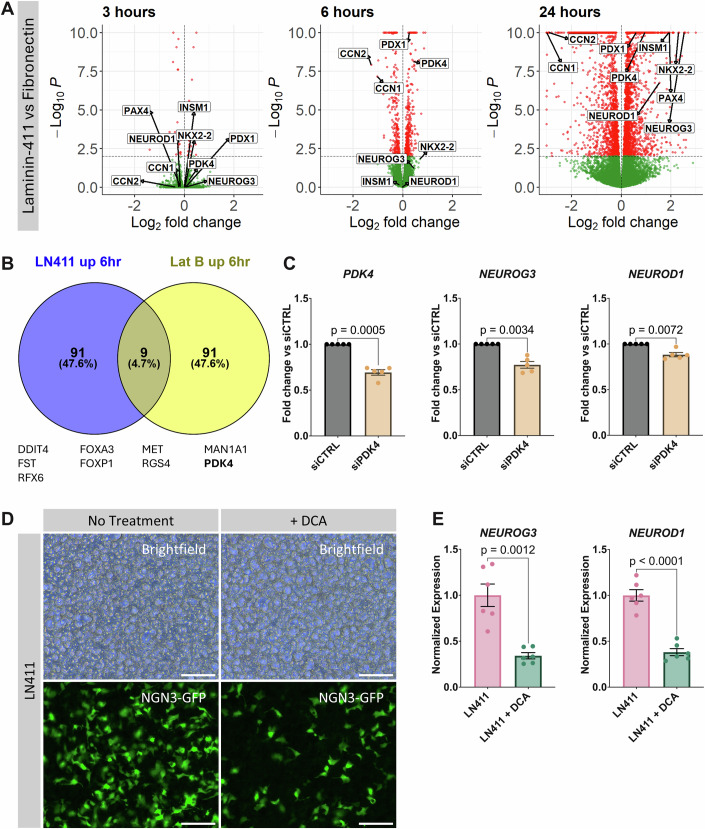
LN411 induces endocrine specification via *PDK4.* (**A**) Volcano plots of bulk RNA-seq analysis of NGN3-GFP-derived pancreatic progenitors reseeded on LN411 or FN at the indicated time points. Expression of YAP target genes (*CCN1*/*CYR61*, *CCN2/CTGF*), early endocrine genes (*NEUROG3, NEUROD1, INSM1, NKX2-2)*, *PDX1* and *PDK4* are indicated. Differential expression analysis was performed using DESeq2 (*n* = 3, biological replicates). (**B**) Venn diagram of the top 100 upregulated genes by significance at 6 h after reseeding on LN411 (compared to reseeding on FN) or treatment with latrunculin B (LatB) (compared to before treatment). (**C**) qPCR analysis of *PDK4*, and endocrine marker genes (*NEUROG3* and *NEUROD1*) 2 days after transfection with siRNA targeting *PDK4*. The data were analyzed using two-tailed paired *t*-tests and are shown as mean fold change in expression ± SEM (*n* = 6, biological replicates). (**D**) Brightfield (top panels) and epifluorescence (bottom panels) images of NGN3-GFP derived pancreatic progenitor cells 2 days after reseeding on LN411 with or without treatment with 10 mM DCA. High-density regions form a web-like structure rather than discrete circular aggregates. Scale bar = 100 μm. (**E**) qPCR analysis of endocrine marker genes *NEUROG3* and *NEUROD1* in pancreatic progenitors 2 days after reseeding on LN411 with or without 10 mM DCA treatment. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 6, biological replicates). Source data are available online for this figure.

**Figure EV5:**
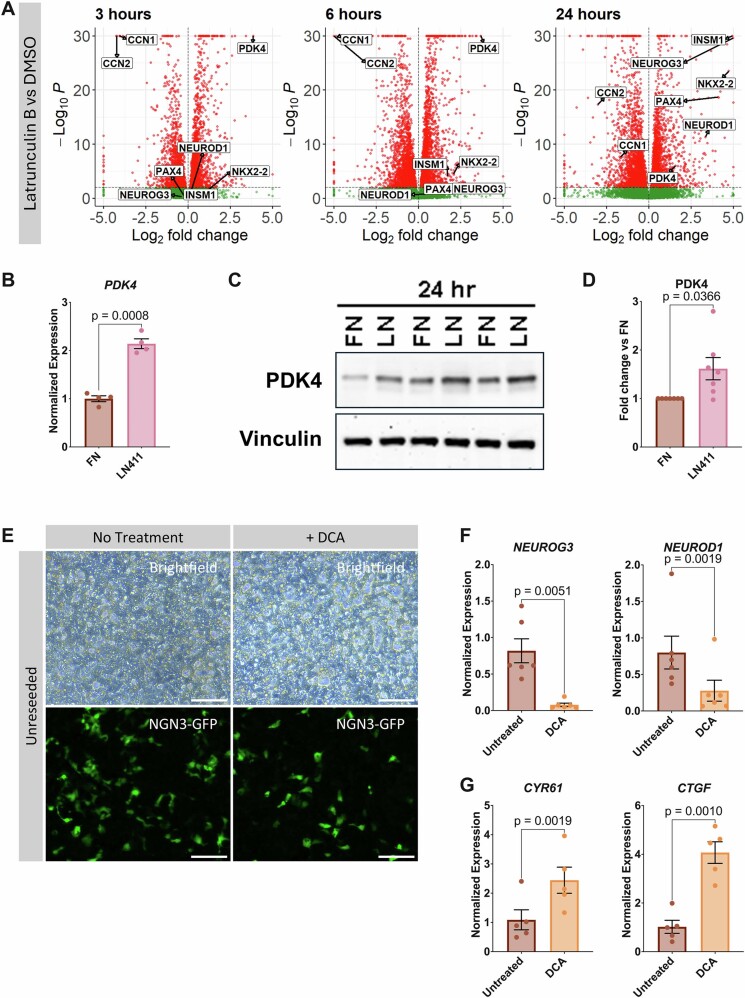
*PDK4* upregulation precedes endocrine specification in non-reseeded pancreatic progenitors. (**A**) Volcano plots of bulk RNA-seq analysis of NGN3-GFP-derived pancreatic progenitors treated with latrunculin B or DMSO at indicated time points. Expression of YAP target genes (*CCN1*/*CYR61*, *CCN2/CTGF*), early endocrine genes (*NEUROG3, NEUROD1, INSM1, NKX2-2)* and *PDK4* are indicated. Differential expression analysis was performed using DESeq2 (*n* = 3). (**B**) qPCR analysis of *PDK4* expression 24 h after reseeding on FN or LN411. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ±  SEM (*n* = 4). (**C**) Western blot of PDK4 expression 24 h after reseeding on FN or LN411 (LN). Vinculin is included as a loading control. (**D**) Quantification of (**C**). The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 7). (**E**) Brightfield (top panels) and epifluorescence (bottom panels) images of pancreatic progenitors after 2 days of no treatment or treatment with 10 mM DCA. Scale bar = 100 μm. (**F**) qPCR analysis of endocrine marker genes *NEUROG3* and *NEUROD1* in pancreatic progenitors after 2 days of no treatment or treatment with 10 mM DCA. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 6). (**G**) qPCR analysis of YAP target genes *CYR61* and *CTGF* in pancreatic progenitors after 2 days of no treatment or treatment with 10 mM DCA. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 6).

Both LN411 exposure and latrunculin B treatment led to endocrine specification via reduced actin polymerization. LN411 acts upstream by downregulating cell-ECM adhesion, while latrunculin B directly targets actin polymerization. In both cases, YAP target genes are downregulated already at 6 h, while induction of endocrine genes is delayed. This pattern indicates the presence of previously unidentified intermediate steps in the regulation of the endocrinogenic transcriptional program. 

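The change of each gene's log2 fold change on LN411 between time points, which come from different libraries, was tested gene by gene, and YAP targets were not tested against endocrine genes. Each difference was divided by its standard error, and p-values were adjusted by the Benjamini-Hochberg method over all genes listed at both times, after the DESeq2 fit of the authors. Between 6 and 24 h, the log2 fold change rose by 2.09 for *NEUROG3* (standard error 0.20, adjusted p = 2.47e-23), by 1.62 for *NKX2-2* (standard error 0.26, adjusted p = 4.59e-08), by 2.04 for *INSM1* (standard error 0.21, adjusted p = 4.24e-21) and by 1.55 for *NEUROD1* (standard error 0.44, adjusted p = 0.00488). From 3 to 6 h, the difference for *NEUROG3* was 0.38 (standard error 0.25, adjusted p = 1.00), which was not past the threshold. The fall of *CCN1* from 3 to 6 h was −0.79 (standard error 0.23, adjusted p = 0.160) and that of *CCN2* was −0.91 (standard error 0.27, adjusted p = 0.206), so that a difference between 3 and 6 h was not past the threshold for either gene. Both fell further from 6 to 24 h, with differences of −2.14 (adjusted p = 3.35e-18) for *CCN1* and −1.64 (adjusted p = 1.24e-07) for *CCN2*. Over all genes, the effect of LN411 differed between 3 and 6 h for 51 of 19875 genes, between 6 and 24 h for 2420 of 18975 and between 3 and 24 h for 3204 of 18820. With a t distribution of 12 degrees of freedom these counts became 0, 1394 and 1969, and 682 genes differed between 3 and 6 h at an unadjusted p-value under 0.05. From the order in which YAP targets fell and endocrine genes rose, on LN411 and with latrunculin B, the paper reasons that further steps lie between them. This order did not hold for every gene. *RFX6* was the 1 member of the endocrine list upregulated at 3 h, with a log2 fold change of 0.19 (adjusted p = 2.6e-06 from DESeq2). A t distribution left it uncalled (adjusted p = 0.101). At 3 h, 1 of the 21 listed YAP targets was downregulated, and neither *CCN1* nor *CCN2* was called.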

We thus hypothesized that comparing the differentially expressed genes in the latrunculin B and LN411 sequencing datasets would reveal key genes involved in the shared endocrinogenic program, while treatment-specific effects unrelated to the endocrinogenic program would be filtered out.

Of the top 100 significantly upregulated genes in each condition only nine overlapped (*DDIT4*, *FOXA3, MET, MAN1A1, FST, FOXP1, RGS4, PDK4*, and *RFX6*) (Fig. 4B). 

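Ranking the genes upregulated on LN411 at 6 h by their p-value in the authors' deposited table and taking the first 100 gave 9 genes that are also among the 100 genes of the paper's latrunculin B list, which was taken from its source data. They were *RGS4* at rank 1, *FOXA3* at rank 3, *RFX6* at rank 6, *DDIT4* at rank 8, *FST* at rank 18, *PDK4* at rank 32, *MET* at rank 56, *FOXP1* at rank 67 and *MAN1A1* at rank 76. Leaving out genes without an adjusted p-value before ranking also gave 9 shared genes. Ranking the called genes by log2 fold change in place of the p-value left 7 shared genes. Random lists of genes matched to the latrunculin B genes on mean normalized count shared a median of 1 gene with the 100 genes, and 0 of 10000 such lists shared 9 or more. Of the 98 latrunculin B genes with an adjusted p-value at 6 h, 21 were upregulated on LN411 and 4 downregulated, against medians of 7 and 5 in the random lists. The log2 fold changes of the 9 shared genes at 6 h ranged from 0.21 to 0.83 in the authors' deposited table. At 3 h, 5 of the 9 genes had an adjusted p-value under 0.05, or 1 of them with a t distribution, and at 24 h 8 of them did. The exception at 24 h was *FOXP1*, whose log2 fold change in the authors' deposited table was 0.21 (adjusted p = 6.08e-06) at 6 h and 0.071 (adjusted p = 0.175) at 24 h. The difference between these times for *FOXP1* was −0.14 (standard error 0.055, adjusted p = 0.0825), which did not pass the threshold.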

While *FST*, *FOXP1*, *RGS4* and *RFX6* have been associated with pancreatic development (Miralles et al, 1998; Spaeth et al, 2015; Serafimidis et al, 2011; Smith et al, 2010; Soyer et al, 2010), their known roles make them unlikely candidates for mediating actin depolymerization-induced endocrine specification. Specifically, *FST* has been shown to downregulate rather than upregulate endocrine induction (Miralles et al, 1998), while *RFX6*, *RGS4*, and *FOXP1* function downstream of *NEUROG3* in general endocrine development, delamination, and α-cell function, respectively (Smith et al, 2010; Serafimidis et al, 2011; Spaeth et al, 2015). In contrast, *DDIT4*, *MAN1A1*, and *PDK4* have not previously been implicated in pancreas development. The decrease in *PDK4* expression upon ECM attachment (Grassian et al, 2011) and its identification as a mediator of anchorage-independent growth (Tambe et al, 2019) indicate its potential significance as a relevant target for further investigation.

*PDK4* encodes pyruvate dehydrogenase kinase 4, a protein serine kinase that inhibits the key metabolic enzyme pyruvate dehydrogenase, which in turn controls the conversion of pyruvate to acetyl-CoA (Zhang et al, 2014). 

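*PDK4* (ENSG00000004799) lies on chromosome 7 of GRCh38 from 95583499 to 95596516 and encodes a kinase that inhibits pyruvate dehydrogenase. The antisense transcript *PDK4-AS1* is annotated over the whole gene, and its reads may have been counted with those of *PDK4* if the counting did not use the strand. Its log2 fold change on LN411 in the authors' deposited table was 0.19 (standard error 0.065, adjusted p = 0.345) at 3 h, 0.44 (standard error 0.066, adjusted p = 7.34e-09) at 6 h and 0.95 (standard error 0.070, adjusted p = 7.72e-40) at 24 h. The 95% confidence interval was 0.063 to 0.32 at 3 h and 0.31 to 0.57 at 6 h, and the fold change at 6 h was 1.35. The rise of *PDK4* from 3 to 6 h was 0.25 (standard error 0.093, adjusted p = 0.555), which was not past the threshold, and that from 6 to 24 h was 0.51 (standard error 0.096, adjusted p = 3.42e-06). Among the other kinases of the family at 6 h, the authors' deposited table gives log2 fold changes of −0.087 (adjusted p = 0.196) for *PDK1*, −0.096 (adjusted p = 0.603) for *PDK2* and −0.075 (adjusted p = 0.626) for *PDK3*. At 24 h, *PDK3* had a log2 fold change of 0.21 (adjusted p = 0.00851) in the authors' deposited table, while *PDK1* and *PDK2* stayed above an adjusted p-value of 0.05.

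**Figure D1:**
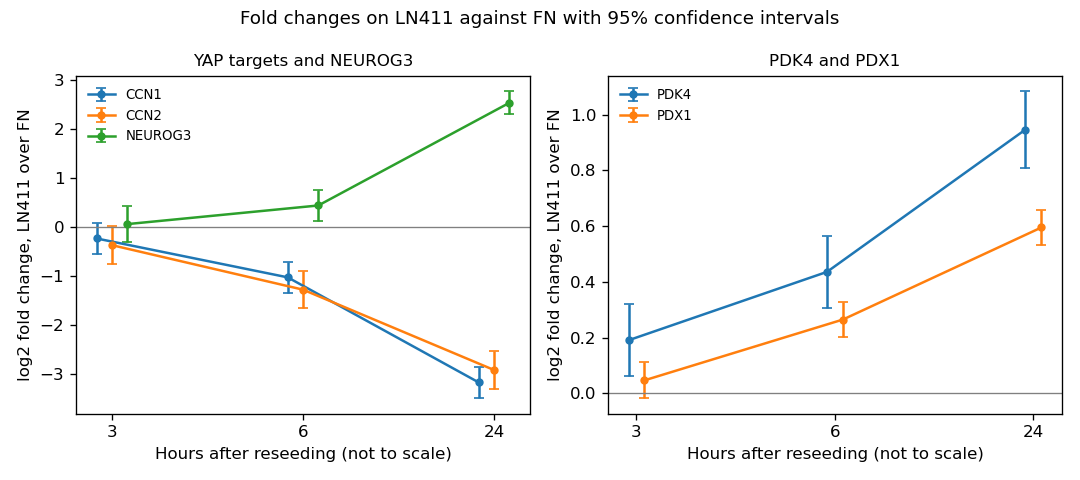
Log2 fold changes of LN411 over FN from the authors' deposited table at 3, 6 and 24 h after reseeding for *CCN1*, *CCN2* and *NEUROG3* (left) and *PDK4* and *PDX1* (right, on an expanded scale). Points are the estimates, bars are 95% confidence intervals, and the interval of *PDK4* at 6 h, 0.31 to 0.57, lies above 0.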

Interestingly, *PDK4* expression increased while key YAP target genes *CYR61* (*CCN1*) and *CTGF* (*CCN2*) decreased prior to *NEUROG3* upregulation during both latrunculin B-treatment (3 h) and LN411 exposure (6 h) (Figs. 4A and EV5A).

Upregulation of *PDK4* expression upon exposure to LN411 was validated using qPCR and Western blotting (Fig. EV5B–D). siRNA-based knockdown of *PDK4* mRNA resulted in the downregulation of *NEUROG3*, thus providing genetic evidence for the functional role of *PDK4* in endocrinogenesis (Fig. 4C). Consistently, treatment of bipotent pancreatic progenitor cells with the pan-PDK inhibitor dichloroacetate (DCA) reduced the expression of *NEUROG3* and *NEUROD1* after reseeding on LN411 (Fig. 4E) as well as without reseeding (Fig. EV5F). These effects were validated using the GFP reporter in the NGN3-GFP cell line (Figs. 4D and EV5E). Interestingly, treatment with DCA did not alter the cell morphology upon reseeding on LN411 (Fig. 4D), suggesting that cell aggregation is a consequence of upstream events, rather than a consequence of endocrinogenesis. Altogether, these data demonstrate that *PDK4* is a novel effector of the cell-ECM adhesion/actin cytoskeleton-mediated regulation of endocrine specification.

### *PDK4* controls endocrine specification via maintaining PDX1 expression and inducing NEUROG3 expression

To examine whether *PDK4* regulates endocrine specification via YAP (Mamidi et al, 2018; Hogrebe et al, 2020), we assessed the impact of DCA treatment on YAP activity. Upon reseeding cells on LN411, DCA treatment induced higher nuclear concentrations of YAP in NKX6-1^+^ bipotent progenitor cells (Fig. 5A,B). This was accompanied by higher expression of the YAP target genes *CYR61* and *CTGF* (Fig. 5C). A similar upregulation was observed in unreseeded cells following DCA treatment (Fig. EV5G). Altogether, these data indicate a key role of *PDK4* in mediating reduced YAP-activity downstream of reduced cell-ECM adhesion.

**Figure 5:**
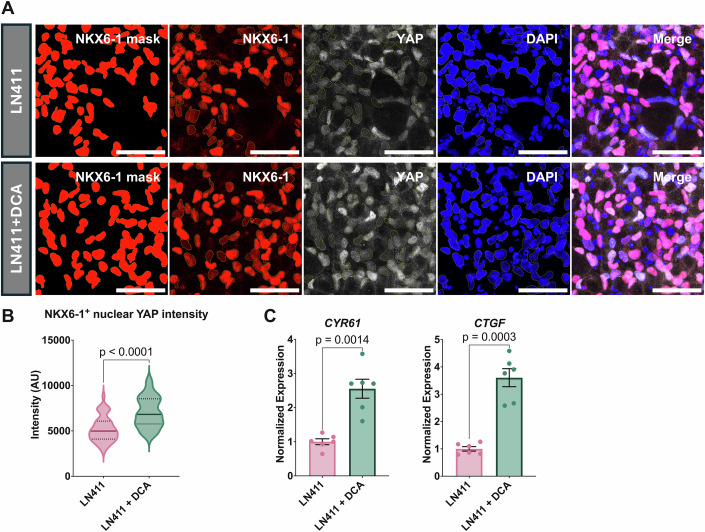
The PDK4-inhibitor DCA inhibits endocrine specification via activation of YAP. (**A**) Representative maximum intensity projections of NGN3-GFP-derived pancreatic progenitor cells 1 day after reseeding on LN411 with or without 20 mM DCA. A mask of NKX6-1^+^ nuclei generated using Ilastik is shown in the first panel. Immunofluorescence for NKX6-1 (red), YAP (white), and DAPI (blue). Scale bar = 50 μm. (**B**) Quantification of nuclear YAP expression in 312 NKX6-1^+^ nuclei from four independent replicates (176 without DCA and 136 with DCA treatment). The data were analyzed using a two-tailed Welch’s *t*-test. (**C**) qPCR analysis of the YAP target genes *CYR61* and *CTGF* in pancreatic progenitors 2 days after reseeding on LN411 with or without 10 mM DCA. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 6, biological replicates). Source data are available online for this figure.

To address whether PDK4 controls YAP activity via a non-canonical (Thoudam et al, 2022; Lee et al, 2022a) or metabolic mechanism, we treated pancreatic progenitors with acetate. Acetate can readily be converted into acetyl-CoA, thereby bypassing a conceivable non-canonical mechanism by PDK4. Akin to DCA treatment, acetate abrogated the expression of *NEUROG3* and *NEUROD1* (Figs. 6A,B and EV6A,B). However, acetate failed to increase nuclear YAP intensity in NKX6-1^+^ bipotent progenitor cells (Fig. 6C,D). Consistently, the expression changes of YAP target genes were marginal, with a small increase in the expression of *CTGF* counterbalanced by a small decrease in the expression of *CYR61* (Fig. 6E). Collectively, these findings indicate that PDK4 induces endocrinogenesis through both YAP-independent metabolic and YAP-dependent non-canonical mechanisms.

**Figure 6:**
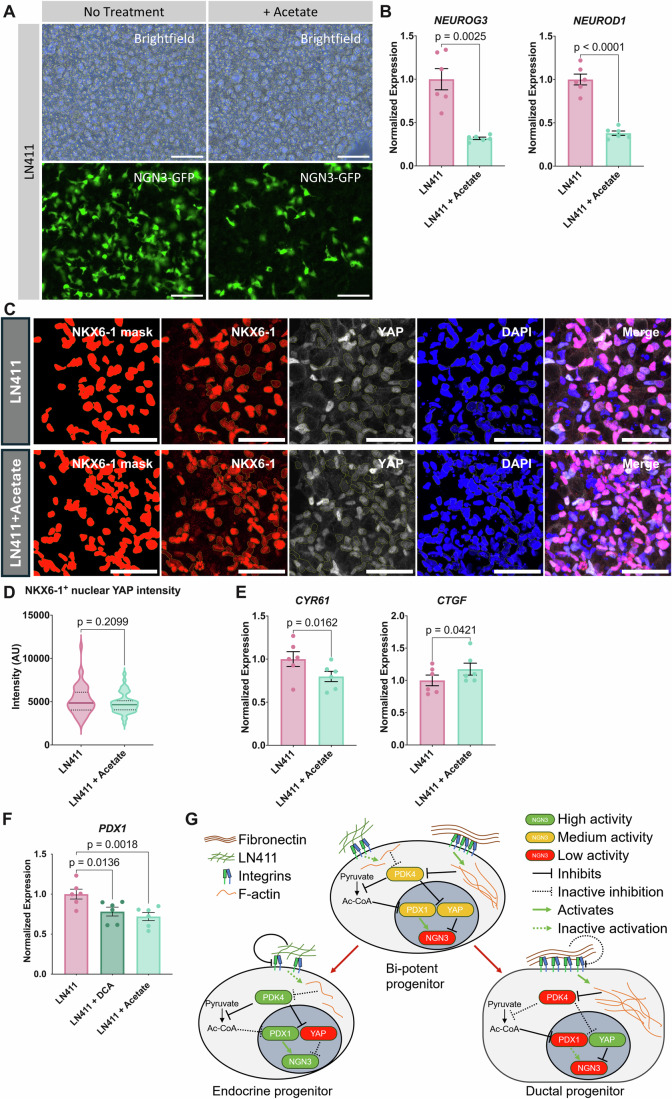
Acetate inhibits endocrine specification via a YAP-independent mechanism. (**A**) Brightfield (top panels) and epifluorescence (bottom panels) images of pancreatic progenitors 2 days after reseeding on LN411 with or without 10 mM sodium acetate treatment. (**B**) qPCR analysis of endocrine marker genes *NEUROG3* and *NEUROD1* in pancreatic progenitors 2 days after reseeding on LN411 with or without 10 mM sodium acetate treatment. The data are shown as mean expression ± SEM (*n* = 6, biological replicates). (**C**) Representative maximum intensity projections of NGN3-GFP derived pancreatic progenitors 1 day after reseeding on LN411 with or without 10 mM sodium acetate treatment. A mask of NKX6-1^+^ nuclei generated using Ilastik is shown in the first panel. Immunofluorescence for NKX6-1 (red), YAP (white), and DAPI (blue). Scale bar = 50 μm. (**D**) Quantification of nuclear YAP expression in 253 NKX6-1^+^ nuclei from three independent replicates (127 without sodium acetate and 126 with sodium acetate treatment). The data were analyzed using a two-tailed Welch’s *t*-test. (**E**) qPCR analysis of the YAP target genes *CYR61* and *CTGF* in pancreatic progenitor cells 2 days after reseeding on LN411 with or without 10 mM sodium acetate treatment. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 6, biological replicates). (**F**) qPCR analysis of *PDX1* expression in pancreatic progenitors 2 days after reseeding on LN411 with or without 10 mM acetate or DCA. The data were analyzed by Dunnett’s test compared to LN411 alone and are shown as mean expression ± SEM (*n* = 6, biological replicates). (**G**) Model depicting the role of ECM, integrins, and PDK4 in endocrine fate choice. Exposure to LN411 induces downregulation of integrins on both the protein and RNA levels. This is turn reduces the level of actin polymerization and leads to disinhibition of *PDK4* expression. PDK4 inhibits the generation of acetyl-CoA and YAP activity. Reduced levels of acetyl-CoA promote maintenance of *PDX1* expression. The combination of YAP inhibition and high *PDX1* expression permits the expression of *NEUROG3* and endocrine fate choice. Source data are available online for this figure.

**Figure EV6:**
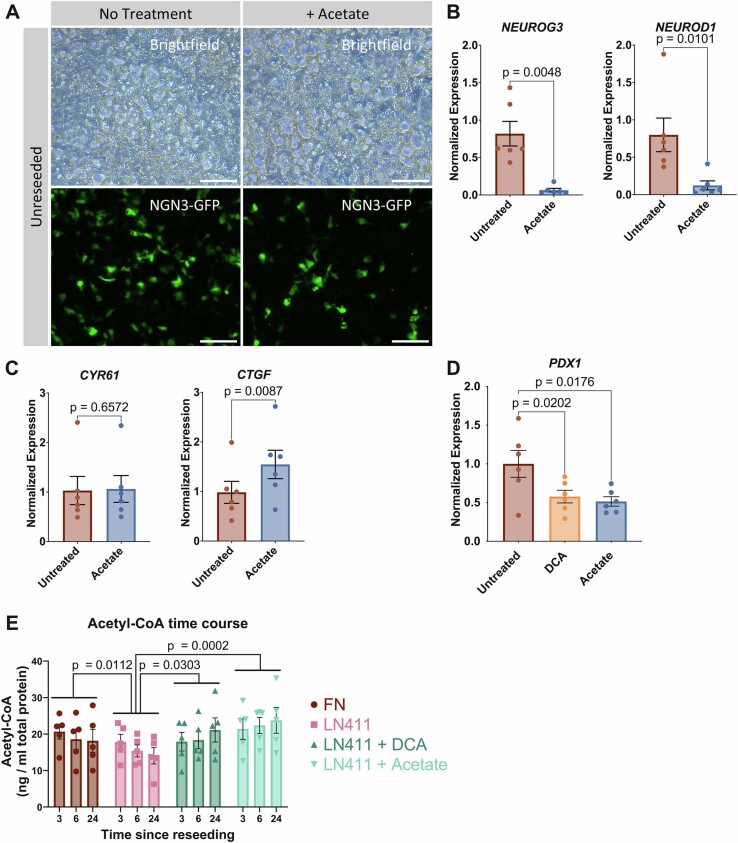
Acetate inhibits endocrine specification via a YAP-independent mechanism. (**A**) Brightfield (top panels) and epifluorescence (bottom panels) images of NGN3-GFP-derived pancreatic progenitors after 2 days of no treatment or treatment with 20 mM sodium acetate. Scale bar = 100 μm. (**B**) qPCR analysis of endocrine marker genes *NEUROG3* and *NEUROD1* in pancreatic progenitors after 2 days of no treatment or treatment with 20 mM sodium acetate. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 6). (**C**) qPCR analysis of YAP target genes *CYR61* and *CTGF* in pancreatic progenitors after 2 days of no treatment or treatment with 20 mM sodium acetate. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression ± SEM (*n* = 6). (**D**) qPCR analysis of *PDX1* in pancreatic progenitors after 2 days of no treatment or treatment with 10 mM DCA or 20 mM sodium acetate. The data were analyzed by Dunnett’s test with comparison to the untreated condition and are shown as mean expression ± SEM (*n* = 6). (**E**) ELISA analysis of intracellular acetyl-CoA concentrations in pancreatic progenitor cells at 3, 6, and 24 h after reseeding on FN, LN411, or LN411 with 10 mM DCA or 20 mM sodium acetate. The data were analyzed by two-way repeated measures ANOVA testing for treatment differences across the entire time course (3–24 h), followed by Dunnett’s test with comparison to LN411 alone and are shown as mean expression ± SEM (*n* = 5).

We previously observed that confinement of individual pancreatic progenitors not only reduced YAP expression and increased NEUROG3 expression, but also maintained PDX1 expression, suggesting a role of PDK4 in sustaining PDX1 expression during endocrinogenesis (Mamidi et al, 2018). Indeed, LN411 exposure increased *PDX1* expression alongside *PDK4* prior to enhanced *NEUROG3* expression (Fig. 4A). 

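*PDX1* (ENSG00000139515, chromosome 13 of GRCh38, 27920000 to 27926313) had a mean normalized count of 12933 in the authors' deposited table. Its log2 fold change in the authors' deposited table was 0.047 (standard error 0.033, adjusted p = 1.00) at 3 h, 0.27 (standard error 0.033, adjusted p = 2.66e-13) at 6 h and 0.60 (standard error 0.033, adjusted p = 1.70e-71) at 24 h. The fold change was 1.20 at 6 h, with a 95% confidence interval on the log2 scale of 0.20 to 0.33, and 1.51 at 24 h. The rise from 3 to 6 h was 0.22 (standard error 0.046, adjusted p = 0.00265) and that from 6 to 24 h 0.33 (standard error 0.046, adjusted p = 6.70e-11), both tested as differences of the authors' DESeq2 estimates. With a t distribution of 12 degrees of freedom, 0 genes differed between 3 and 6 h, so that the earlier rise of *PDX1* was not past the threshold. By p-value *PDX1* ranked 16 among the genes upregulated at 6 h.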

The fact that both DCA and acetate reduced *PDX1* expression suggest an involvement of PDK4 via its metabolic function (Figs. 6F and EV6D). This was corroborated by decreased intracellular levels of acetyl-CoA prior to increased *NEUROG3* expression. As expected, the LN411-mediated reduction of acetyl-CoA was blocked by concurrent treatment with acetate or DCA (Fig. EV6E).

Taken together, these findings indicate that PDK4 controls endocrine specification through two mechanisms: (1) maintenance of PDX1 expression via YAP-independent reduction of acetyl-CoA (canonical) and (2) induction of NEUROG3 via a YAP-dependent mechanism (non-canonical)(Mamidi et al, 2018) (Figs. 6G and EV7).

**Figure EV7:**
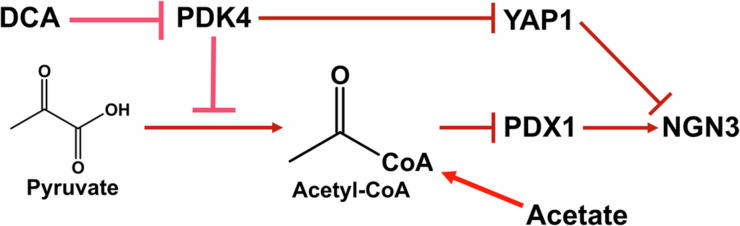
PDK4 induces endocrine fate choice via both canonical and non-canonical functions. Schematic illustrating the proposed method of PDK4-mediated endocrine fate choice. Canonically, PDK4 blocks conversion of pyruvate to acetyl-CoA via inhibition of PDH (not shown). PDK4 additionally blocks YAP activity through a non-canonical mechanism. PDX1 is required for *NGN3* expression, while YAP inhibits *NGN3* expression. DCA targets PDK4 directly and thus increases YAP activity and decreases *PDX1* expression. Acetate is converted to Acetyl-CoA, bypassing the effect of PDK4. Acetate treatment thus reduces *PDX1* expression without affecting YAP activity.

To assess the relevance of our findings to human in vivo development, we analyzed previously published single-cell RNA sequencing datasets. We focused on the OMIX001616 dataset of human fetal pancreata covering weeks 4–11 post conception (wpc) (Ma et al, 2023), and restricted the analysis to 8–10 wpc when a well-defined trunk population giving rise to endocrine progenitor cells was present (Zhang et al, 2025; Ma et al, 2023).

Consistent with our in vitro findings, endocrine progenitors showed significant downregulation of genes encoding integrins α3, α6, α5, and αV compared to bipotent trunk progenitors, validating reduced cell-ECM adhesion during endocrine specification (Fig. EV8A). These cells also exhibited significant upregulation of *PDX1* and a trend toward increased *PDK4* expression, alongside the previously described downregulation of YAP target genes (Fig. EV8A).

**Figure EV8:**
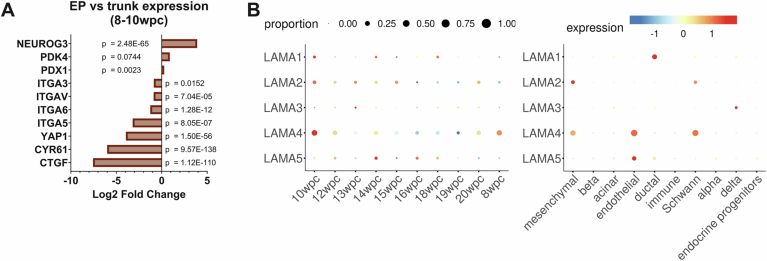
Single-cell RNA sequencing datasets validate the LN411-PDK4-endocrine specification pathway. (**A**) Log2 fold change in gene expression between endocrine progenitors (EP) and bipotent trunk progenitors (trunk) at 8–10 wpc in the OMIX001616 dataset (Ma et al, 2023). p-values are derived from MAST analysis (Finak et al, 2015) followed by Benjamini–Hochberg correction for multiple comparisons. (**B**) Dot plots of normalized expression of laminin α subunit genes in single-cell RNA sequencing samples of fetal pancreata according to developmental time (left) and cell type (right). Plots generated using humanpancreasdevelopment.org (Olaniru et al, 2023).

We further assessed laminin expression in the human fetal pancreas using a broader dataset including both epithelial and non-epithelial cells (Olaniru et al, 2023). *LAMA4* expression peaked at 8–10 wpc (Fig. EV8B), coinciding with the onset of endocrine induction (Ma et al, 2023; Zhang et al, 2025). Importantly, *LAMA4* expression was largely restricted to non-epithelial cells, with high expression levels in Schwann and endothelial cells and moderate expression in mesenchymal cells, making these cells the likely source of LN411 during pancreatic development (Fig. EV8B). These findings validate the gene expression changes of our proposed pathway components at the onset of endocrinogenesis during human pancreas development in vivo, with expression of *LAMA4* at the appropriate developmental window alongside the expected decreased expression of integrins and increased expression of *PDK4* and *PDX1* in endocrine progenitor cells.

Altogether, these findings delineate a pathway linking ECM composition to endocrine fate choice via integrated mechanical and metabolic signaling pathways. First, LN411 exposure induces a broad-based downregulation of integrins α3, α6, α5 and αV, leading to reduced cell-ECM adhesion and actin depolymerization. This triggers *PDK4* upregulation, which specifies endocrine fate via non-canonical YAP inhibition and metabolically mediated *PDX1* upregulation (Fig. 6G).

## Discussion

It is well-established that cell fate decisions can be regulated by cell-ECM interactions and cellular metabolism (Mahmoud, 2023; Chi et al, 2020; Dingare et al, 2024), and that cell-ECM adhesion modulates cellular metabolism (Romani et al, 2020). However, there are no known examples of metabolic mediators mediating ECM-guided cell fate decisions. Here, we provide a new mechanism for how mechanosignaling via cell-ECM adhesion controls cell fate decisions via a metabolic regulator of glycolysis. We arrived at this conclusion by studying how endocrinogenesis in the developing pancreas is regulated by environmental influences.

Previous work demonstrated that tensile forces govern cell fate decision of bipotent pancreatic progenitors towards either an endocrine or duct fate (Mamidi et al, 2018). Here, we identify reduced cell-ECM adhesion as a major inducer of endocrinogenesis. Unexpectedly, we find that LN411 causes reduced cell-ECM adhesion through a rapid global reduction of the transcription and surface expression of multiple integrins. Thus, it is a broad lowering of integrin expression rather than targeting of specific integrin receptor-ligand signaling that triggers a mechanical cellular state conducive to endocrinogenesis. Another unknown aspect is how alterations in mechanical tension are transduced via the actin cytoskeleton into the pro-endocrinogenetic reduction in YAP signaling. Here, we identify a key metabolic kinase, PDK4, as a central player in transducing changes in cell-ECM adhesion into transcriptional regulation of endocrinogenesis. Interestingly, our results indicate that PDK4 regulates endocrinogenesis through both non-canonical and canonical mechanisms. Whereas the former represents the previously identified YAP-regulated pathway (Mamidi et al, 2018), the latter corresponds to a newly identified metabolically mediated pathway. Specifically, our findings suggest that PDK4 maintains PDX1 expression via reduced levels of acetyl-CoA (Fig. 6G).

The physiological relevance of our model is supported by gene expression analysis of human pancreatic development, where endocrine progenitors exhibit downregulation of *ITGA3*, *ITGA6*, *ITGA5*, and *ITGAV* and upregulation of *PDX1* and *PDK4*. The observed pattern of up- and downregulated genes in vivo perfectly matches the pattern observed during our mechanistic in vitro studies. Further, a peak in *LAMA4* expression at 8–10 wpc coincides with the timing of the onset of endocrinogenesis in vivo. Altogether, this in silico analysis supports our model that heterogeneous LN411 deposition drives local endocrine fate decisions during normal human development.

In mature human and murine islets, LN411 is deposited in the vascular basement membrane, and the main source is pericytes (Sakhneny et al, 2021). During development, LN411 is known to be secreted by a subset of endothelial cells and by Schwann cells in the developing pancreas (Frieser et al, 1997; Olaniru et al, 2023). Single cell analysis of human pancreatic development confirms that both Schwann cells and endothelial cells express *LAMA4* at high levels during the onset of endocrinogenesis at 8–10 wpc (Olaniru et al, 2023). Schwann cells have recently been shown to co-localize with endocrine progenitor cells during human pancreas development (Olaniru et al, 2023). Whether Schwann cells play a functional role during pancreas development remains to be investigated. Existing data regarding the role of endothelial cells in endocrinogenesis is conflicting. While hypervascularization and endothelial cell depletion studies demonstrated a positive influence on endocrinogenesis by endothelial cells (Lammert et al, 2001; Pierreux et al, 2010), other studies identified mechanisms by which endothelial cells inhibit endocrinogenesis (Magenheim et al, 2011; Kao et al, 2015).

Other examples of cell-ECM adhesion-mediated control of cell fate decisions via mechanical cues have been reported. For example, LN411 plays a role in the specification of retinal lineages during ocular development (Shibata et al, 2018), and of endothelial cell identity (Hall et al, 2022; Ohta et al, 2016). Although LN411’s effect on endothelial cell differentiation is dependent on focal adhesion kinase, integrin-linked kinase, Notch and β-catenin signaling, the crosstalk between these pathways remains to be determined (Hall et al, 2022). Given YAP’s strong connection with the Notch (Totaro et al, 2018) and Wnt signaling pathways (Azzolin et al, 2014), it is worth considering whether the LN411-PDK4-YAP axis uncovered in this study also plays a role during endothelial development.

Core metabolic enzymes often regulate cellular processes beyond their enzymatic activity—a phenomenon often referred to as “moonlighting” (Lu and Hunter, 2018). An example is PKM2, which is an isoform of the enzyme that controls the generation of pyruvate from phosphoenolpyruvate. This enzyme is part of the core glycolytic machinery but also regulates a wide range of other cellular processes through its non-canonical kinase activity, including gene expression, histone modification, mitosis, and apoptosis (Lee et al, 2022b). Here, we provide another example of the moonlighting phenomenon in which PDK4 contributes to the induction of endocrinogenesis through its non-canonical control of YAP activity. Exploring the mechanism by which PDK4 regulates YAP forms an interesting avenue for future research. One possibility is through the previously described regulation of Septin-2 by PDK4 (Thoudam et al, 2022). Septin-2 is involved in the mechanical control of YAP, specifically by being required for increased YAP activity on stiff substrates (Calvo et al, 2015).

Ample evidence supports a requirement for PDX1 in endocrinogenesis (Fujitani et al, 2006; Oliver-Krasinski et al, 2009; Zhu et al, 2016). For example, PDX1 hypomorphisms are associated with defective development of the endocrine pancreas in mice (Oliver-Krasinski et al, 2009) and human patients (Nicolino et al, 2010), suggesting that maintenance of PDX1 expression is required for endocrinogenesis in mice and man. We have previously demonstrated a strong relationship between LN-mediated cell confinement/soft environment and PDX1 expression (Mamidi et al, 2018). Based on the previously established inverse relationship between FOXA2 acetylation and PDX1 expression (Wang et al, 2013), we speculate that locally reduced cell-ECM adhesion maintains high PDX1 expression through PDK4-mediated reduction of FOXA2 acetylation through lowered acetyl-CoA synthesis from pyruvate.

Thus, the identification of PDK4 as a regulator of YAP and PDX1 via non-canonical and canonical mechanisms, respectively, highlights the need for considering the interplay between ECM-mediated mechanosignalling and metabolism in future studies of cell fate decisions of stem cells/progenitors during organogenesis.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6 (*M. musculus*)	In house	NA
*Itga3*^*+/−*^*; Itga6*^*+/−*^ mice (*M. musculus*)	De Arcangelis et al, 1999	MGI:1857792 MGI:1857793
NGN3-GFP (SA121) ES cells (*H. sapiens*)	Löf-Öhlin et al, 2017	NA
HUES4 ES cells (*H. sapiens*)	Harvard University	BioSamples: SAMEA114214019
**Antibodies**		
Anti-insulin (1:400)	DAKO	#A0564 RRID:AB_10013624
Anti-E-cadherin (1:400)	Takara	#M108 RRID:AB_2895157
Anti-glucagon (1:1000)	Sigma	#G2654 RRID:AB_259852
Anti-ITGA3 (1:100)	R&D	#AF2787 RRID:AB_2129595
Anti-ITGA6 (1:200)	Millipore	#MAB1378 RRID:AB_2128317
Anti-ITGA5 (1:100)	Abcam	#ab-150361 RRID:AB_2631309
Anti-ITGAV (1:100)	Abcam	#ab-63490 RRID:AB_1140041
Anti-COLIV (1:100)	Merck	#AB769 RRID:AB_92262
Anti-LAMA1 (1:100)	T. Sasaki, Oita University	#1057+ RRID:NA
Anti-LAMA2 (1:100)	T. Sasaki, Oita University	#1124+ RRID:NA
Anti-LAMA4 (1:100)	T. Sasaki, Oita University	#1100+ RRID:NA
Anti-LAMA5 (1:100)	T. Sasaki, Oita University	#1121+ RRID:NA
Anti-Pdx1 (1:200)	Abcam	#ab-47308 RRID:AB_777178
Anti-NKX6-1 (1:200)	DSHB	#F55A12 RRID:AB_532379
Anti-YAP (1:100/1:200/1:1000)	Cell Signaling	#4912 RRID:AB_2218911
Anti-glucagon (1:1000)	Sigma	#G2654 RRID:AB_259852
Anti-C-peptide (1:200)	DSHB	#GN-ID4-S RRID:AB_2255626
Anti-proglucagon (1:250)	Cell Signaling	#8233S RRID:AB_10859908
PE anti-CD49f (ITGA6) (5 µl/1 million cell)	BD Biosciences	#555736 RRID:AB_396079
APC anti-CD49e (ITGA5) (3 µl/1 million cell)	Biolegend	#328002 RRID:AB_893363
PE anti-CD49c (ITGA3) (5 µl/1 million cell)	Biolegend	#343803 RRID:AB_1731941
APC anti-CD51 (ITGAV) (5 µl/1 million cell)	Biolegend	#327913 RRID:AB_2876633
APC IgG2a, κ (5 µl/1 million cell)	Biolegend	#400221 RRID:AB_2891178
PE IgG1, κ (5 µl/1 million cell or 10 µl/10 million cell)	BD Biosciences	#555749 RRID:AB_396091
APC IgG2b, κ (3 µl/1 million cell)	Biolegend	#400311 RRID:AB_2894969
PE IgG2a, κ (1:200)	BD Biosciences	#553927 RRID:AB_395142
PE anti-GP2 (10 µl/10 million cells)	Nordic Biosite	#D277-5 RRID:AB_11160953
Anti-PDK4 (1:5000)	Proteintech	#12949-1-AP RRID:AB_2161499
Anti-vinculin (1:1000)	Sigma	#V9264 RRID:AB_10603627
Goat anti-rabbit IgG (H + L) secondary antibody, HRP	Thermo Fisher	#31460 RRID:AB_228341
Goat anti-mouse IgG (H + L) secondary antibody, HRP	Thermo Fisher	#31430 RRID:AB_228307
**Oligonucleotides and other sequence-based reagents**		
*GAPDH* TaqMan probe	Thermo Fisher	Hs02758991_g1
*ITGA3* TaqMan probe	Thermo Fisher	Hs01076879_m1
*ITGA5* TaqMan probe	Thermo Fisher	Hs01547673_m1
*ITGA6* TaqMan probe	Thermo Fisher	Hs01041011_m1
*ITGAV* TaqMan probe	Thermo Fisher	Hs00233808_m1
*PDX1* TaqMan probe	Thermo Fisher	Hs00236830_m1
*NEUROG3* TaqMan probe	Thermo Fisher	Hs01875204_s1
*NEUROD1* TaqMan probe	Thermo Fisher	Hs00159598_m1
*INS* TaqMan probe	Thermo Fisher	Hs02741908_m1
*GCG* TaqMan probe	Thermo Fisher	Hs01031536_m1
*CYR61* TaqMan probe	Thermo Fisher	Hs00155479_m1
*CTGF* TaqMan probe	Thermo Fisher	Hs01026927_g1
*RPL37A* TaqMan probe	Thermo Fisher	Hs01102345_m1
*PDK4* TaqMan probe	Thermo Fisher	Hs01037712_m1
*PDK4* siRNA	Thermo Fisher	s10262
*ITGA3* siRNA	Thermo Fisher	s7541
*ITGA6* siRNA	Thermo Fisher	s7494
Negative control siRNA	Thermo Fisher	#4392420
**Chemicals, enzymes and other reagents**		
CHIR99021	Axon Medchem	#1386
Activin A	PeproTech	#120-14
FGF2	PeproTech	#100-18B
Retinoic acid	Sigma Aldrich	#R2625
TBP	Calbiochem	#565740
ALK5iII	Santa Cruz	#sc-221234A
Noggin	PeproTech	#120-10 C
Nicotinamide	Sigma Aldrich	#481907
Forskolin	Sigma Aldrich	#F6886
Latrunculin B	Sigma Aldrich	#L5288
Bovine serum albumin (BSA)	Sigma Aldrich	#B4287
Y-27632	Merck	#688000
Biolaminin 521 LN (LN521)	BioLamina	#LN521-05
Biolaminin 411 LN (LN411)	BioLamina	#LN411-02
B27 supplement minus Insulin	Thermo Fisher	#A1895601
B27 supplement	Thermo Fisher	#17504001
NutriStem hPSC XF, xeno-free medium	Sartorius	#05-100-1 A
StemPro^TM^ Accutase^TM^	Thermo Fisher	#A1110501
Fibronectin (cell experiments)	Sigma	#F0895
Fibronectin (explant experiments)	Life Technologies	#33010-018
M-199 Media + phenol red	Thermo Fisher	#31150022
Lipofectamine 2000	Invitrogen	#11668019
Lipofectamine RNAiMax	Invitrogen	#13778100
SuperScript III	Thermo Fisher	#18080085
RIPA buffer	Thermo Fisher	#8990
Laemmli reducing SDS buffer	Thermo Fisher	#J60015.AC
Protease inhibitor	Thermo Fisher	#A32953
**Software**		
Adobe Illustrator 2023	Adobe	
Fiji 2.0/ImageJ	http://imagej.nih.gov/ij NIH Image	
Venny 2.1.0	https://bioinfogp.cnb.csic.es/tools/venny/ Oliveros, 2007	
ILASTIK v1.4.0.post1	https://ilastik.org Berg et al, 2019	
GraphPad Prism 10	https://www.graphpad.com GraphPad	
FCS express 7	https://denovosoftware.com De Novo Software	
RStudio	https://posit.co/downloads/ RStudio	
R package DESeq2 v1.34.0	https://bioconductor.org/packages/release/bioc/html/DESeq2.html Love et al, 2014	
R package MAST v1.30.0	Finak et al, 2015	
R package Seurat v5.3.0	https://cran.r-project.org/web/packages/Seurat/index.html Hao et al, 2023	
STAR v2.7.2 d	https://github.com/alexdobin/STAR/releases Dobin et al, 2013	
FastQC v0.11.9	http://www.bioinformatics.babraham.ac.uk/projects/fastqc Babraham Bioinformatics group	
multiqc v1.7	https://multiqc.info Ewels et al, 2016	
3DSuite	https://imagej.net/plugins/3d-imagej-suite/ Ollion et al, 2013	
Single-cell transcriptomic and spatial map of the human fetal pancreas Shiny App	https://www.humanpancreasdevelopment.org/ (Olaniru et al, 2023)	
**Other**		
Ibidi µ-Slide 8 well^high^ slides	Ibidi	#80806
Ibidi 12-well slides for imaging	Ibidi	#80801
Pierce™ BCA Protein Assay Kit	Thermo Fisher	#23227
RNeasy Micro Kit	Qiagen	#74004
RNeasy Mini Kit	Qiagen	#74106
iScript cDNA Synthesis Kit	BIO-RAD	#1708891
Applied Biosystems TaqMan Fast Universal PCR Master Mix (2X), no AmpErase UNG	Thermo Fisher	#4352042
NEBNext Ultra II RNA Library Prep Kit for Illumina	Bionordika	#E7770S
NEBNext Poly(A) mRNA Magnetic Isolation Module	Bionordika	#E7490S
LIVE/DEAD^TM^ Fixable Violet Dead Cell Stain Kit	Thermo Fisher	#L34964
A647 Phalloidin	Thermo Fisher	#A22287
8–16% polyacrylamide gels	Bio-Rad	#4561105
Chemiluminescent HRP substrate kit	Thermo Fisher	#34579
Acetyl-CoA ELISA kit	Biomol	#G-AEES00006.96
Zeiss LSM 780	Zeiss	
Leica Microsystems DM-IL-LED microscope	Leica Microsystems	
QuantStudio 7 Flex	Applied Biosystems	
StepOne plus real-time qPCR system	Applied Biosystems	
Illumina NextSeq 2000	Illumina	
Illumina NextSeq 500	Illumina	
BD LSRFortessa	BD Biosciences	
Sony SH800	Sony	
BD FACS Aria III	BD Biosciences	
Varioskant^TM^ LUX Multimode Microplate Reader	Thermo Fisher	

### Methods and protocols

#### Stem cell culture and directed differentiation

HUES4 and NGN3-GFP-SA121 hESC cell lines were maintained on laminin-521 with daily changes of NutriStem medium at 37 °C and 5% CO_2_. Cells were passaged two to three times weekly using Accutase at 80–90% confluency. The medium was supplemented with 10 µM ROCK inhibitor on the first day after passaging. Cells were seeded on laminin-521 for pancreatic differentiation at 80 K cells/cm^2^. At 100% confluency, cells were induced to differentiate into pancreatic progenitor cells following a previously published protocol (Ameri et al, 2017). Treatments and reseeding were performed on day 19. Endocrine progenitors were generated by the addition of 0.5 μM latrunculin B from days 19–21 and culture until day 28. For reseeding, pancreatic progenitor cells were dissociated with accutase for 10 min at 37 °C and plated in Ibidi 8 or 12-well slides for imaging, or in 24-well plates for other analyses. In each case, the slides were precoated overnight at 4 °C with either 0.1 μg/μl fibronectin or about 0.75 μg/cm^2^ of indicated laminins.

For knockdown experiments, HUES4 cells (*ITGA3*, *ITGA6*) or NGN3-GFP cells (*PDK4*) were reseeded as described above. For knockdown of integrins, reseeded cells were plated on LN521-coated 24-well plates with prepared siRNA-lipofectamine 2000 complexes. For knockdown of *PDK4*, cells were mixed with prepared siRNA-lipofectamine RNAiMax complexes and plated on LN411-coated 24-well plates. Transfected cells were harvested after 48 h for gene expression analysis.

### Mouse work

Animal work was conducted at the Department of Experimental Medicine at Copenhagen University following the ethical regulations approved by the Danish animal inspectorate (Miljø- og fødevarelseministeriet—Dyrforsøgstilsynet, approval #2016-15-0201-01114) or at the animal facility at the IGBMC institute at Strasbourg University campus of Illkirch.

*Itga3; Itga6* double knockout mice (De Arcangelis et al, 1999) were maintained on a heterozygous background due to embryonic lethality. *Itga3*^*+/−*^*; Itga6*^*+/−*^ mice were intercrossed to generate the double mutants. Littermates lacking one integrin allele were considered wild type, *Itga3*^*+/−*^*; Itga6*^*−/−*^ embryos were considered *Itga6* single knockout, and *Itga3*^*−/−*^*; Itga6*^*+/−*^ embryos were considered *Itga3* single knockout.

Mice were kept on a C57BL/6 background. The day of vaginal plug was recorded as day 0.5 of gestation. Both male and female embryos were included in the experiments.

### Ex vivo explant culture

The dorsal pancreata of E11.5 mouse embryos were microdissected and cultured (Percival and Slack, 1999) on ibidi µ-Slide 8 well^high^ slides precoated for 45 min with 0.1 μg/μl fibronectin. The explant culture media was composed of M-199 media + phenol red supplemented with 10% fetal bovine serum (FBS), 1% penicillin/streptomycin, and 0.5% Fungizone. The media was changed every other day. Explants were cultured at 37 °C for 3–4 days.

### qPCR

RNA was extracted using either the RNeasy Mini kit or RNeasy Micro kit, depending on the expected RNA yield. In both cases, on-column DNAse treatment was performed. Reverse transcription was performed using either SuperScript III using 2.5 mM random hexamer and 2.5 mM oligo(dT) or using the iScript cDNA synthesis kit, in both cases according to the manufacturer’s instructions.

Real-time quantitative PCR was conducted as either duplicates on a StepOne Plus Real-time qPCR system or as triplicates on a QuantStudio 7 Flex system using TaqMan Fast Universal PCR Master Mix. Relative gene expression was determined using either GAPDH or RPL37A.

### RNA sequencing

RNA was extracted for qPCR analysis. RNA integrity was assessed using an Agilent Fragment Analyzer. Sequencing libraries were carried out according to the manufacturer’s instructions using NEBNext Ultra II RNA Library Prep Kit for Illumina, along with the NEBNext Poly(A) mRNA Magnetic Isolation Module. Sequencing was run on an Illumina NextSeq 500 (latrunculin B-treated samples) or Illumina NextSeq 2000 (FN/LN411-exposed samples).

Fastq files were generated using bcl2fastq v2.20.0 and aligned to the hg38/ GRCh38.p13 genome using STAR (Dobin and Gingeras, 2015). Transcript expression levels were estimated with the --quantMode GeneCounts option and gencode.v32 annotations. FastQC was used for QC metrics, and multiqc (Ewels et al, 2016) for reporting. Data analysis was then performed with R/Bioconductor (R Core Team, 2021; Gentleman et al, 2004). Normalization and gene differential expression analysis were performed with DESeq2 (Love et al, 2014).

Sequencing datasets have been deposited to GEO.

### Flow cytometry

Cells were dissociated using Accutase for 5–10 min at 37 °C and quenched with medium. Cells were then stained for 30 min on ice with LIVE/DEAD fixable violet. Cells were then either assayed directly for expression of NGN3-GFP, incubated with conjugated antibodies against surface markers or matched isotype controls for 1 h on ice prior to assay of NGN3-GFP and surface marker expression, or incubated for 20 min in 4% paraformaldehyde on ice for fixation. Fixed cells were washed with 1% BSA in PBS, and then incubated for 1 h on ice in permeabilization/blocking buffer [0.1% Triton X-100, 5% normal donkey serum (NDS)]. The cells were then incubated overnight at 4 °C with primary antibodies or isotype controls in blocking buffer. Cells were then washed and incubated for 1 h at room temperature with secondary antibodies. All secondary antibodies used were raised in donkey and purchased from Jackson Immunoresearch. Finally, cells were washed and resuspended in 1% BSA in PBS. All assays were performed on a BD LSRFortessa. Data was analyzed using FCS Express 7.

### Fluorescently activated cell sorting

Pancreatic progenitor cells were differentiated until the late pancreatic progenitor stage (day 19), dissociated with Accutase for 5–10 min at 37 °C, and quenched with pancreatic progenitor stage medium. Cells were incubated with 5% (NDS) in PBS^−/−^ for 45 min on ice for blocking. Next, cells were pelleted, resuspended in FACS buffer (0.1% bovine serum albumin (BSA), 2 mM EDTA, 10 µM ROCK inhibitor Y-27632, and 50U Penicillin/Streptomycin in PBS^−/−^) and incubated with mouse anti-GP2-PE for 1 h on ice. DAPI was used to stain dead cells. Cells were sorted on Sony SH800 or BD FACS Aria III cell sorters, with gating for live GP2^high^ cells performed as described previously (Ameri et al, 2017). Cells were sorted into FACS buffer, pelleted, resuspended in pancreatic progenitor medium supplemented with 10 µM Y-27632, and seeded at 50,000 cells/cm^2^. Cells were cultured for 48 h before fixation or harvesting for subsequent analyses.

For analysis of sorted NGN3-GFP^+^ cells, cells were sorted into NGN3-GFP^-^/GP2^high^ and NGN3-GFP^+^ populations and were pelleted and harvested immediately.

### Immunostaining and microscopy

For immunohistochemistry, mouse pancreata were dissected at E15.5, fixed, and sectioned as previously discussed (Kesavan et al, 2009). Tissues were sectioned at 20 µm using a Leica cryostat. Sections were dried for 15 min at 37 °C, washed in PBS^+/+^ and incubated with blocking buffer (PBS^+/+^ + 0.1% Triton X-100 + 5% NDS) for 3–4 h. Sections were then incubated with primary antibodies in blocking buffer overnight at 4 °C in a humidified chamber. After washing, sections were incubated with secondary antibodies in blocking buffer for 1 h at RT. Sections were rewashed and mounted with fluorescent mounting medium. For staining of whole explants, a fixation of 30 min in 4% PFA at room temperature was followed by overnight blocking at 4 °C, three nights of incubation with primary antibodies at 4 °C, and overnight incubation with secondary antibodies at 4 °C.

In vitro generated cells were permeabilized at room temperature for 15 min in permeabilization buffer (PBS^+/+^ + 0.5% Triton X-100), followed by blocking for 1 h with blocking buffer and overnight incubation with primary antibodies in blocking buffer. Samples were then washed three times in washing buffer (PBS^+/+^ + 0.1% Triton X-100) and incubated for 1 h at room temperature with secondary antibodies and, in indicated samples, phalloidin. Cells were then washed three times in washing buffer, with DAPI added in the penultimate washing step.

Confocal images were acquired using a Zeiss laser scanning microscope (LSM 780) using Plan-Apochromat 20X/0.8 M27 and Plan-Apochromat 40X/1.20 water immersion objectives or Leica SP8 using HC PL APO CS2 20X/0.75 IMM objective. Tilescan images of the whole pancreatic explant area were acquired using a 20X/0.8 M27 objective. Images were stitched using Zen software and quantified for insulin and glucagon using Fiji. Insulin and glucagon ratios were measured by normalizing the integrated density, which considers the area and the mean gray value, of insulin and glucagon against the integrated density of E-cadherin. Brightfield and epifluorescence images were acquired using a Leica Microsystems DM-IL-LED microscope. For images presented in Figs. 4D, 6A, EV5E, and EV6A, the subtract background function in FIJI was applied with a rolling ball radius of 1000 pixels.

Time-lapse imaging was done on Zeiss LSM 780 using Plan-Apochromat 20X/0.8 M27. HUES4 cells were reseeded on LN411 or FN and incubated in a pre-heated humidified chamber (37 °C, 5% CO_2_). Imaging was started 1 h after reseeding. Z-stacks of differential-interference contrast (DIC) were acquired for each marked position every 15 min for 24 h.

### Quantification of nuclear YAP expression

NKX6-1 nuclei were segmented using a random forest classifier trained using sparse annotations in Ilastik (Berg et al, 2019). All possible features were enabled. After obtaining an image mask, YAP intensity in the segmented nuclei was quantified three-dimensionally using 3D suite in FIJI (Ollion et al, 2013).

### Western blotting

Cells were washed twice, collected, and lysed on ice for 30 min using RIPA buffer. Lysate was then sonicated for 1 min at 5 s intervals and centrifuged at 10,000 × *g* at 4 °C, after which the supernatant was transferred into new tubes. Concentration was determined by bicinchoninic acid, and protein samples were boiled for 5 min in Laemmli reducing SDS buffer. Samples were separated by SDS-PAGE on 8–16% polyacrylamide gels and transferred to PVDF membranes. Membranes were blocked for 1 h at room temperature in a blocking buffer consisting of 3% non-fat milk in TBS and incubated overnight with primary antibodies in the same blocking buffer. After washing, membranes were incubated for 1 h at room temperature with horse-radish peroxidase-conjugated secondary antibodies. Bands were detected by a chemiluminescent HRP substrate kit. Bands were then quantified by densitometry using FIJI.

### Acetyl-CoA measurement by ELISA

Cells were washed once with PBS and lysed on ice for 10 min in lysis buffer containing 0.5% NP-40, 50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM EDTA and 1 × Protease inhibitor. Lysates were centrifuged at 10,000 × *g* for 10 min at 4 °C to remove debris. The supernatant was collected and immediately used or stored at −80 °C. Acetyl-CoA levels were quantified using the acetyl-CoA ELISA kit following the manufacturer’s protocol. Samples and standards were measured in duplicates, and absorbance was recorded at 450 nm using the Varioskant^TM^ LUX Multimode Microplate Reader. Final concentrations were normalized to total protein content determined by BCA assay.

### Single-cell RNA-seq data analysis

The OMIX001616 dataset (Ma et al, 2023), containing human fetal pancreata from weeks 4–11 post conception, was downloaded from the CNCB website. Analysis was restricted to 8–10 wpc and previously annotated “Trunk” and “EP” (endocrine progenitor) populations. Data processing was performed using R with Seurat v5.3.0. Statistical analysis was performed using MAST v1.30.0, with *p*-values adjusted using the Benjamini–Hochberg method to account for multiple comparisons. Expression of laminin α isoforms was assessed using the Shiny app at humanpancreasdevelopment.org (Olaniru et al, 2023).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism version 10. Two-sample comparisons were performed using two-tailed Student's *t*-tests. When possible, pairing according to the differentiation batch was performed. In other cases, Welch’s *t*-test was employed. Experiments with more than two samples were analyzed by one-way repeated measures ANOVA with Geisser-Greenhouse correction, followed by Dunnett’s multiple comparison test. For ELISA analysis of acetyl-CoA levels, two-way repeated measures ANOVA was performed with Geisser-Greenhouse correction, followed by Dunnett’s test. Significance was defined as *p* < 0.05. Exact *p* values are shown on graphs unless *p* < 0.0001.

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The RNA sequencing data generated in this study has been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE275775 (latrunculin B- and DMSO-treated samples) and GSE279067 (FN/LN411-exposed samples). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00610-6.

# Supplementary material for: Extracellular matrix-driven metabolic control of pancreatic endocrine lineage allocation
**Source:** EMBO Rep. 2025 Oct 27;26(23):5877–904. doi: 10.1038/s44319-025-00610-6
**Supplement:** Supplementary file 8 — Expanded View Figures

## Expanded View Figures

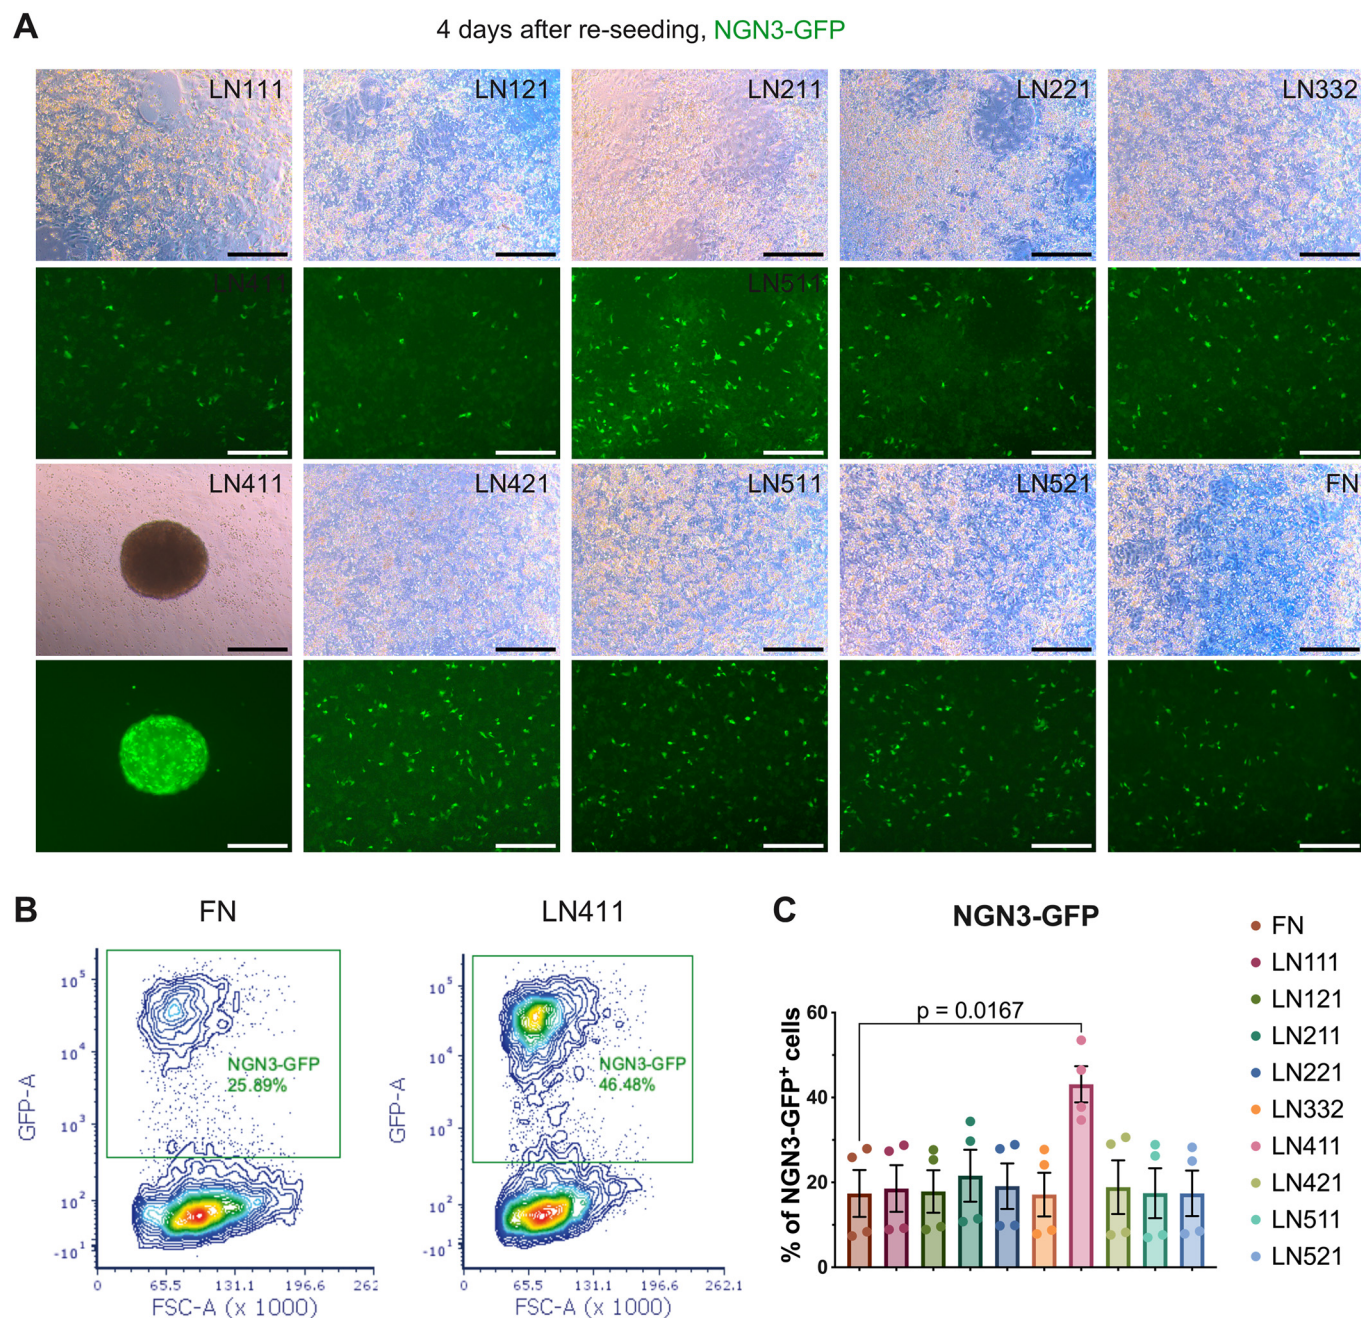

**Figure EV1. LN411 specifically induces endocrine specification in the NGN3-GFP cell line.**

(A) Representative brightfield (first and third row of panels) and epifluorescence (second and fourth row of panels) images of NGN3-GFP-derived pancreatic progenitors 4 days after reseeded on the indicated ECM proteins. Scale bar = 200  $\mu$ m. (B) Representative flow cytometry plots of NGN3-GFP reporter expression 4 days after reseeded. (C) Quantification of NGN3-GFP reporter expression in (B). The data were analyzed by Dunnett's test with comparison to FN and are shown as mean expression  $\pm$  SEM ( $n = 4$ , biological replicates).

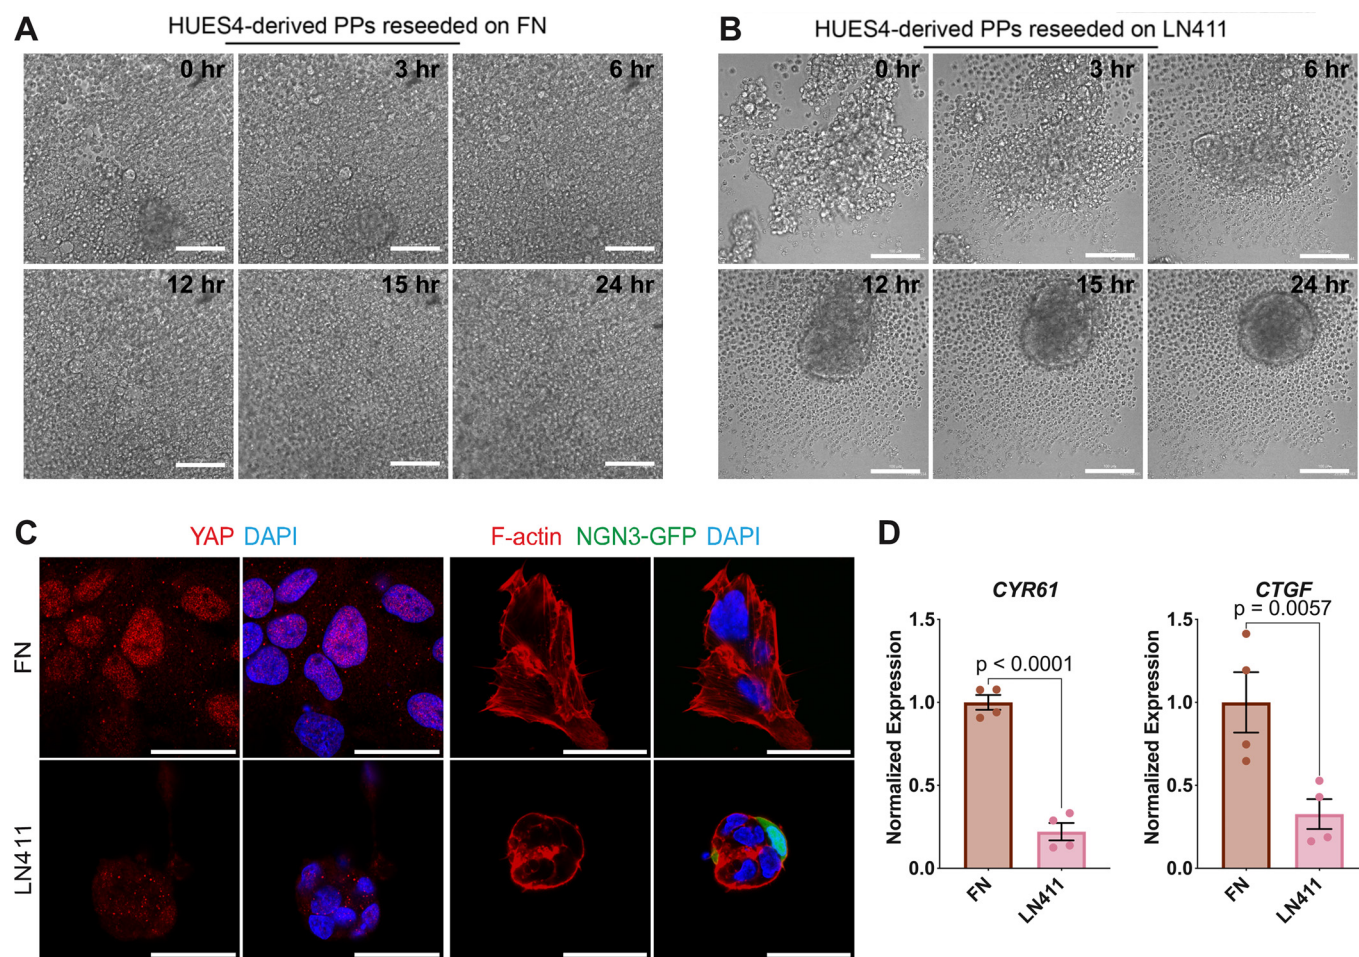

**Figure EV2. LN411 induces a confined morphology, reduces actin polymerization, and decreases YAP activity.**

(A) Live imaging of HUES4-derived pancreatic progenitors reseeded on FN by differential-interference contrast (DIC). Imaging started 1 h after reseeding. Scale bar = 100  $\mu$ M. (B) Live imaging of HUES4-derived pancreatic progenitors reseeded on LN411 by differential-interference contrast (DIC). Imaging started 1 h after reseeding. Scale bar = 100  $\mu$ M. (C) NGN3-GFP-derived pancreatic progenitors were sorted for GP2 using fluorescence-activated cell sorting, reseeded on FN (top panels) or LN411 (bottom panels) for 2 days and immunostained for YAP (left panels, red) or with phalloidin (right panels, red) in addition to DAPI (blue). Scale bar = 30  $\mu$ m. (D) qPCR analysis of pancreatic of the YAP target genes *CYR61* and *CTGF* in NGN3-GFP derived pancreatic progenitors 24 h after reseeding on LN411 or FN. The data were analyzed using two-tailed paired t-tests and are shown as mean expression  $\pm$  SEM ( $n = 4$ , biological replicates).

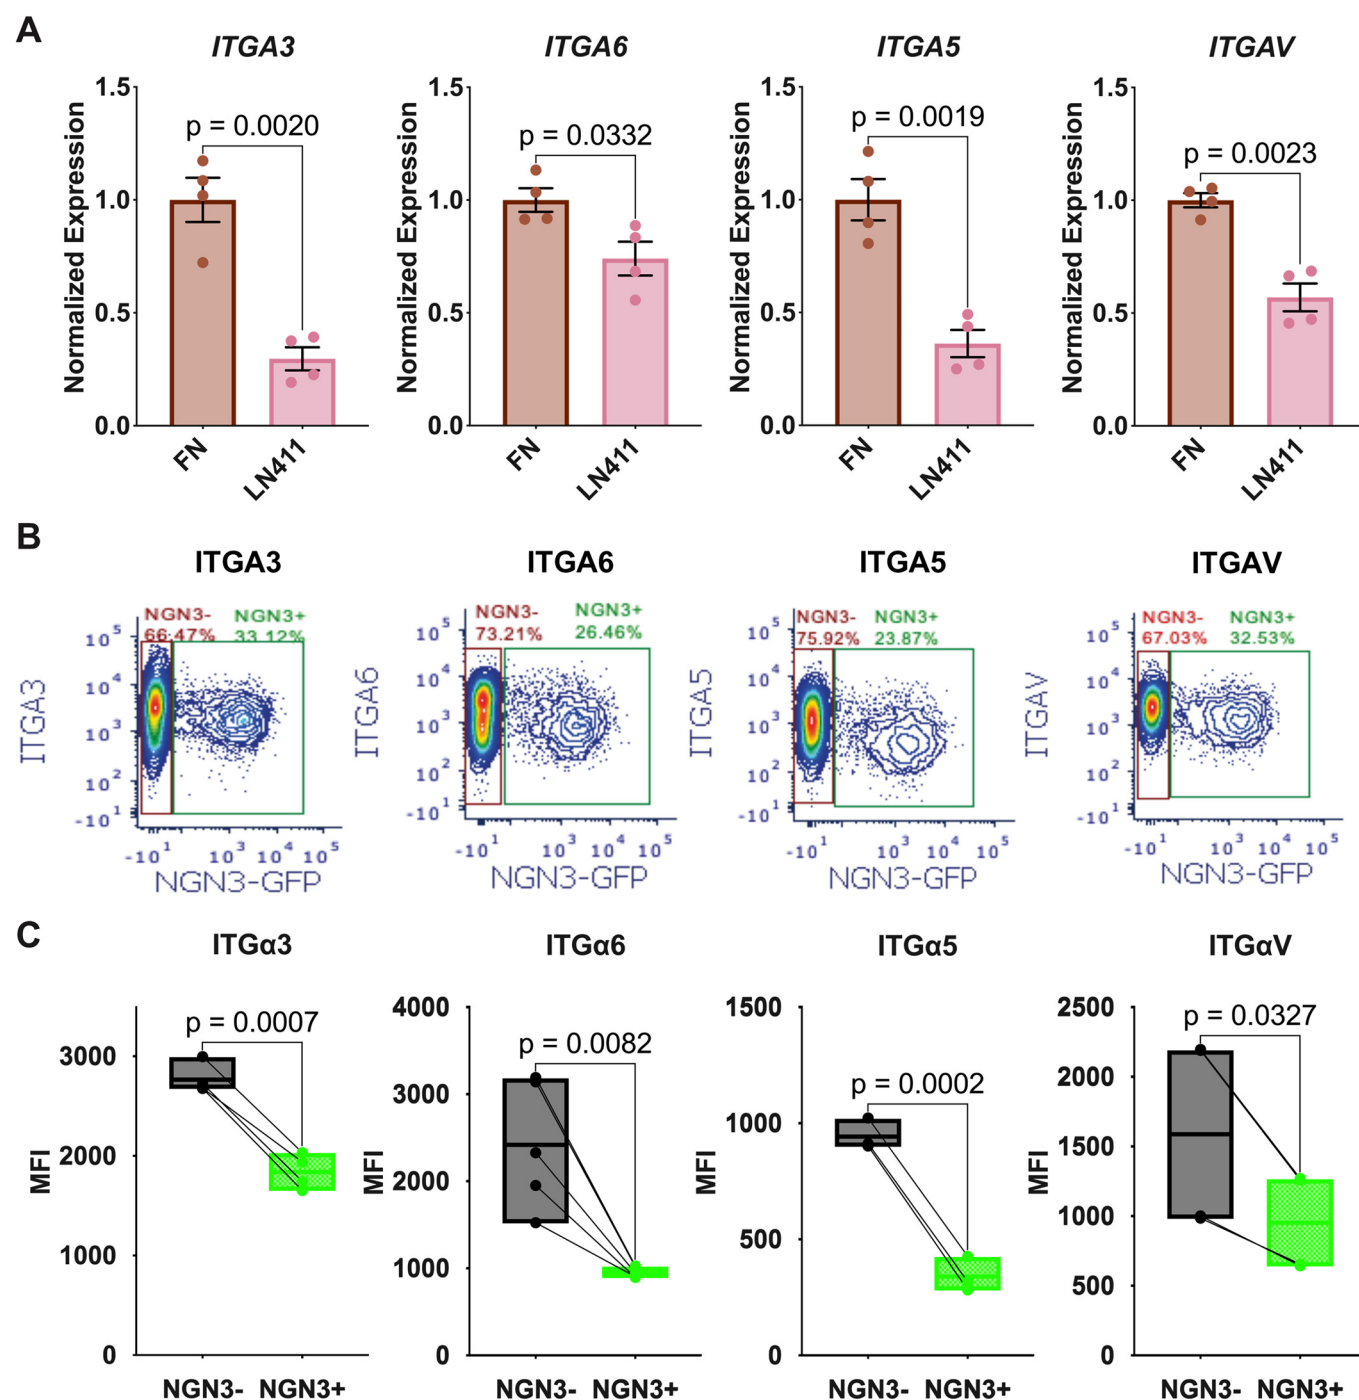

**Figure EV3. Reseeding on LN411 leads to downregulation of integrins.**

(A) qPCR analysis of indicated integrins in HUES4-derived pancreatic progenitors 4 days after reseeded on FN or LN411. The data were analyzed using two-tailed paired t-tests and are shown as mean expression  $\pm$  SEM ( $n = 4$ , biological replicates). (B) Representative flow cytometry plots of Latrunculin B-treated NGN3-GFP-derived pancreatic progenitors immunostained for indicated integrins. (C) Quantification of mean fluorescence intensity in NGN3-GFP<sup>+</sup> and NGN3-GFP<sup>-</sup> cells as indicated in (B). Data were analyzed by two-tailed paired t- and are shown as boxplots with box boundaries extending to the minimum and maximum with a line at the mean ( $n = 4$  for ITGa3 and ITGa6,  $n = 3$  for ITGa5,  $n = 2$  for ITGaV, biological replicates).

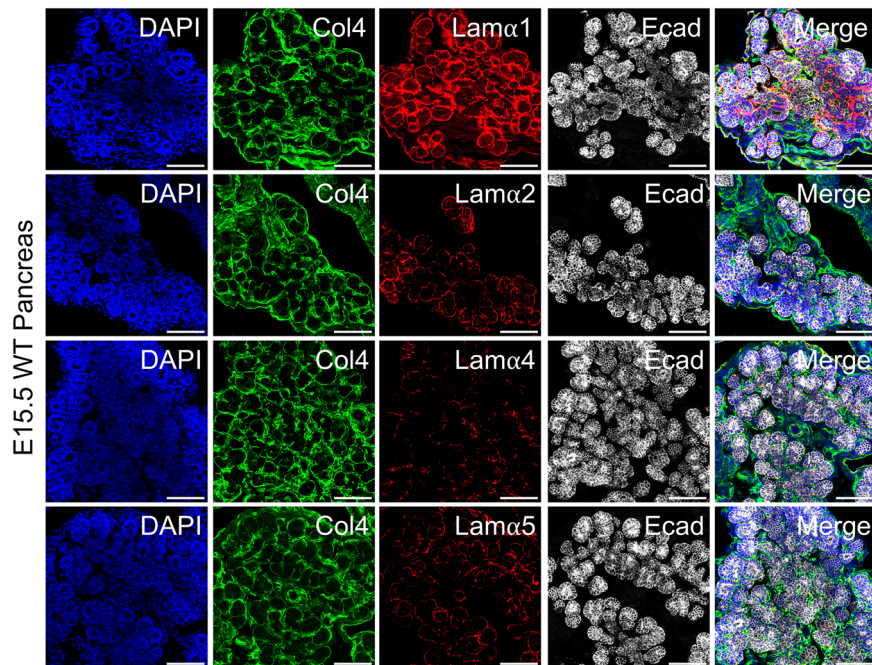

**Figure EV4. Heterogenous expression of laminin isoforms in the pancreatic epithelium.**

Immunofluorescent staining of 20- $\mu$ m sections of E15.5 pancreas immunostained for collagen IV (Col4, green), E-cadherin (E-cad, white), and indicated laminin  $\alpha$  chains (Lam $\alpha$ 1-5, red), as well as DAPI (blue). Scale bar = 100  $\mu$ M.

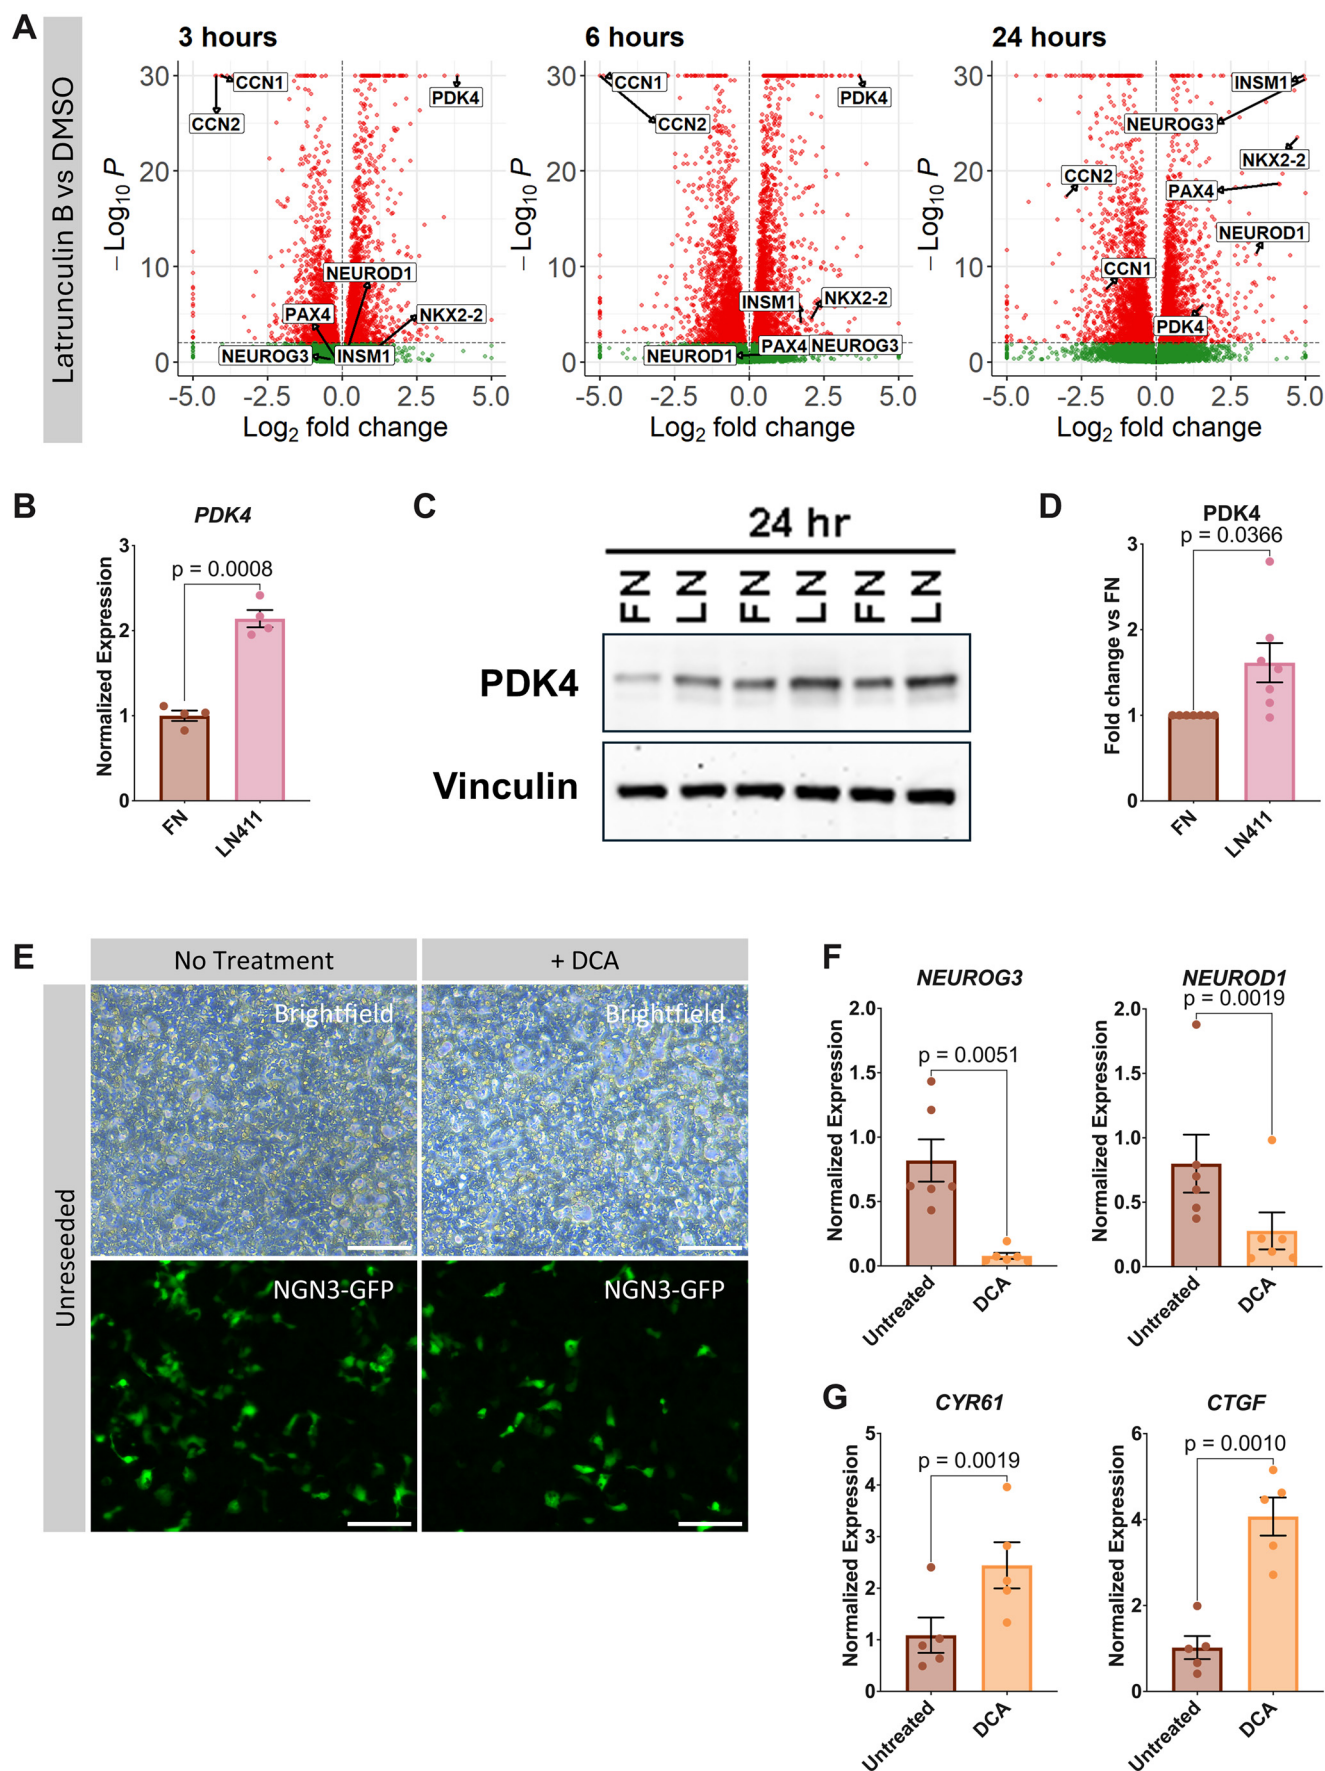

◀ **Figure EV5. *PDK4* upregulation precedes endocrine specification in non-reseeded pancreatic progenitors.**

(A) Volcano plots of bulk RNA-seq analysis of NGN3-GFP-derived pancreatic progenitors treated with latrunculin B or DMSO at indicated time points. Expression of YAP target genes (*CCN1/CYR61*, *CCN2/CTGF*), early endocrine genes (*NEUROG3*, *NEUROD1*, *INSM1*, *NKX2-2*) and *PDK4* are indicated. Differential expression analysis was performed using DESeq2 ( $n = 3$ ). (B) qPCR analysis of *PDK4* expression 24 h after reseeding on FN or LN411. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression  $\pm$  SEM ( $n = 4$ ). (C) Western blot of *PDK4* expression 24 h after reseeding on FN or LN411 (LN). Vinculin is included as a loading control. (D) Quantification of (C). The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression  $\pm$  SEM ( $n = 7$ ). (E) Brightfield (top panels) and epifluorescence (bottom panels) images of pancreatic progenitors after 2 days of no treatment or treatment with 10 mM DCA. Scale bar = 100  $\mu$ m. (F) qPCR analysis of endocrine marker genes *NEUROG3* and *NEUROD1* in pancreatic progenitors after 2 days of no treatment or treatment with 10 mM DCA. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression  $\pm$  SEM ( $n = 6$ ). (G) qPCR analysis of YAP target genes *CYR61* and *CTGF* in pancreatic progenitors after 2 days of no treatment or treatment with 10 mM DCA. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression  $\pm$  SEM ( $n = 6$ ).

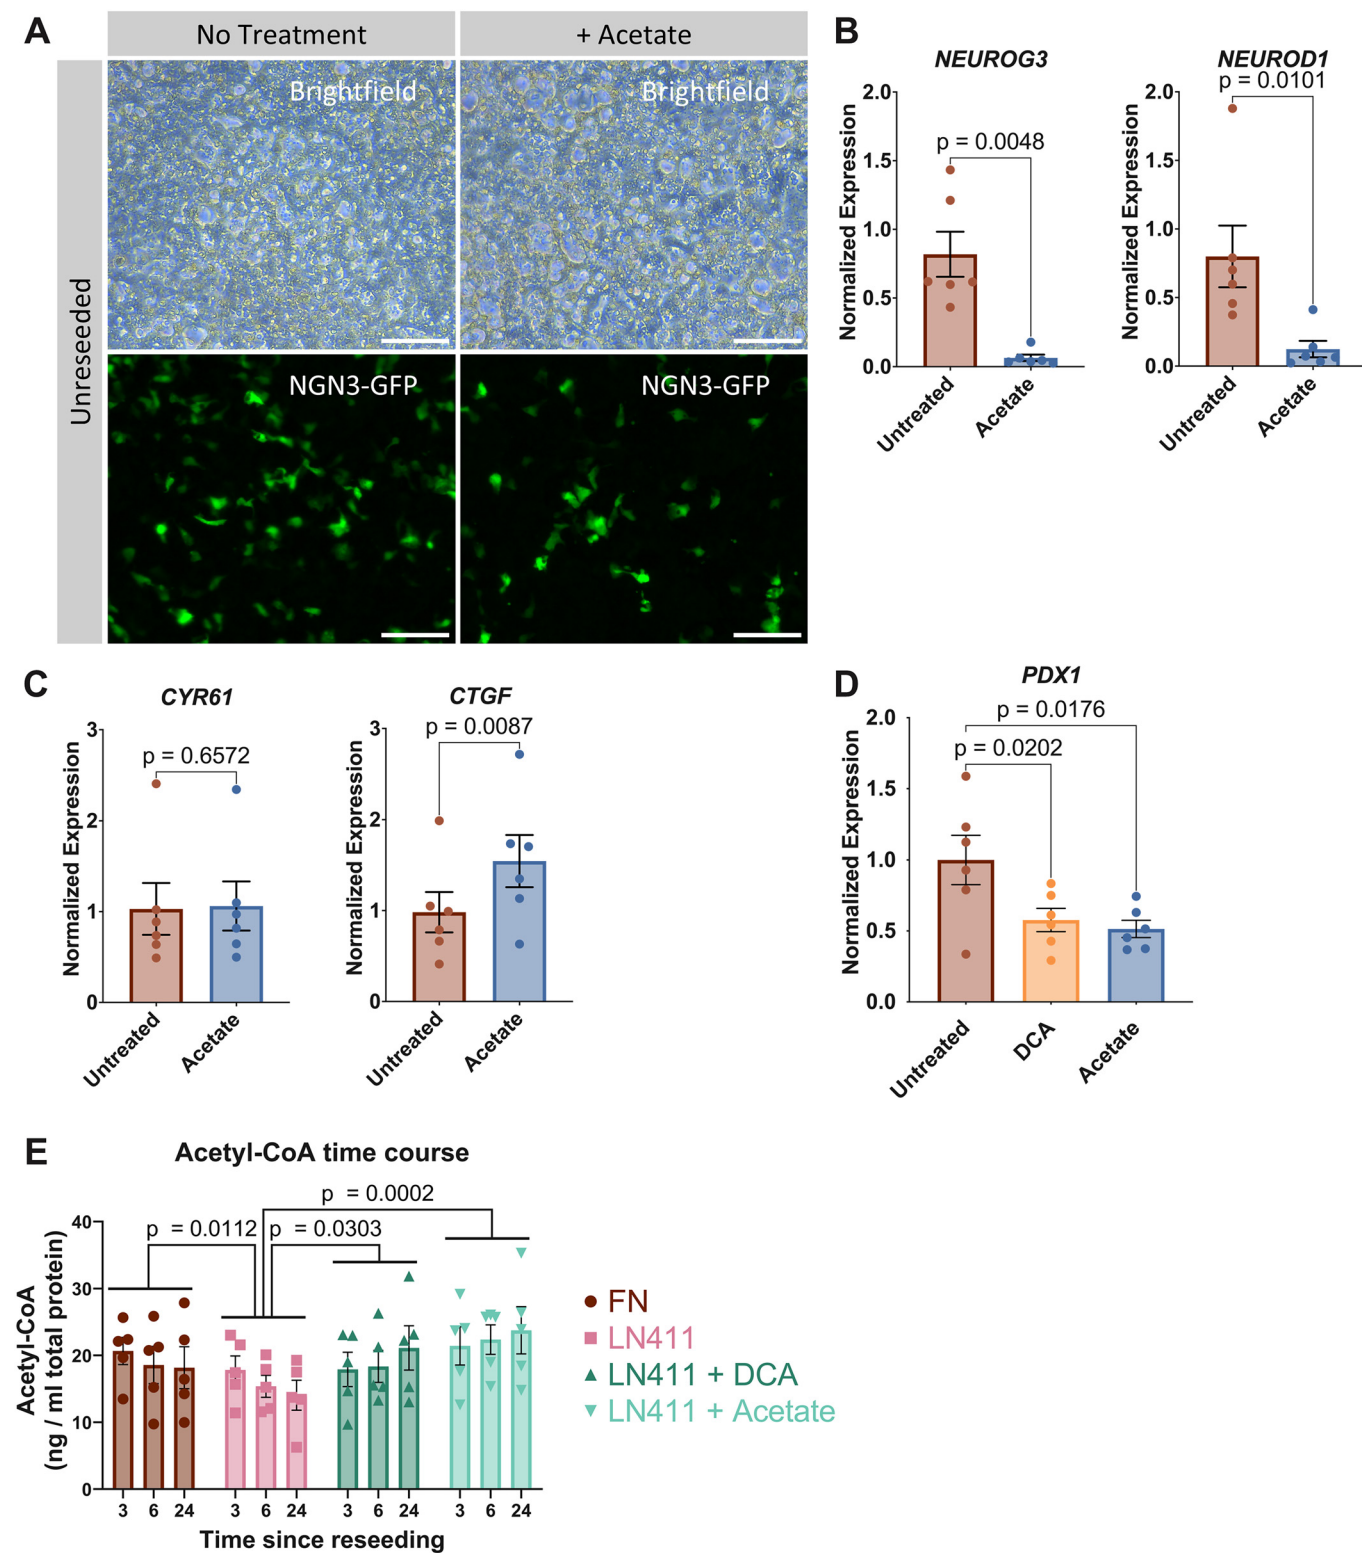

**Figure EV6. Acetate inhibits endocrine specification via a YAP-independent mechanism.**

(A) Brightfield (top panels) and epifluorescence (bottom panels) images of NGN3-GFP-derived pancreatic progenitors after 2 days of no treatment or treatment with 20 mM sodium acetate. Scale bar = 100  $\mu$ m. (B) qPCR analysis of endocrine marker genes *NEUROG3* and *NEUROD1* in pancreatic progenitors after 2 days of no treatment or treatment with 20 mM sodium acetate. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression  $\pm$  SEM ( $n = 6$ ). (C) qPCR analysis of YAP target genes *CYR61* and *CTGF* in pancreatic progenitors after 2 days of no treatment or treatment with 20 mM sodium acetate. The data were analyzed using two-tailed paired *t*-tests and are shown as mean expression  $\pm$  SEM ( $n = 6$ ). (D) qPCR analysis of *PDX1* in pancreatic progenitors after 2 days of no treatment or treatment with 10 mM DCA or 20 mM sodium acetate. The data were analyzed by Dunnett's test with comparison to the untreated condition and are shown as mean expression  $\pm$  SEM ( $n = 6$ ). (E) ELISA analysis of intracellular acetyl-CoA concentrations in pancreatic progenitor cells at 3, 6, and 24 h after reseeding on FN, LN411, or LN411 with 10 mM DCA or 20 mM sodium acetate. The data were analyzed by two-way repeated measures ANOVA testing for treatment differences across the entire time course (3–24 h), followed by Dunnett's test with comparison to LN411 alone and are shown as mean expression  $\pm$  SEM ( $n = 5$ ).

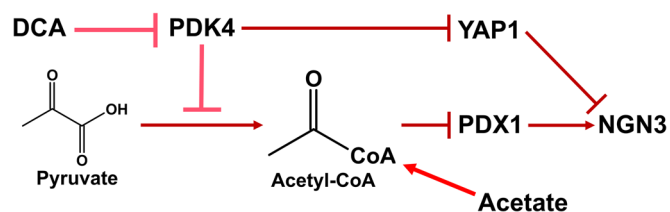

**Figure EV7. PDK4 induces endocrine fate choice via both canonical and non-canonical functions.**

Schematic illustrating the proposed method of PDK4-mediated endocrine fate choice. Canonically, PDK4 blocks conversion of pyruvate to acetyl-CoA via inhibition of PDH (not shown). PDK4 additionally blocks YAP activity through a non-canonical mechanism. PDX1 is required for *NGN3* expression, while YAP inhibits *NGN3* expression. DCA targets PDK4 directly and thus increases YAP activity and decreases *PDX1* expression. Acetate is converted to Acetyl-CoA, bypassing the effect of PDK4. Acetate treatment thus reduces *PDX1* expression without affecting YAP activity.

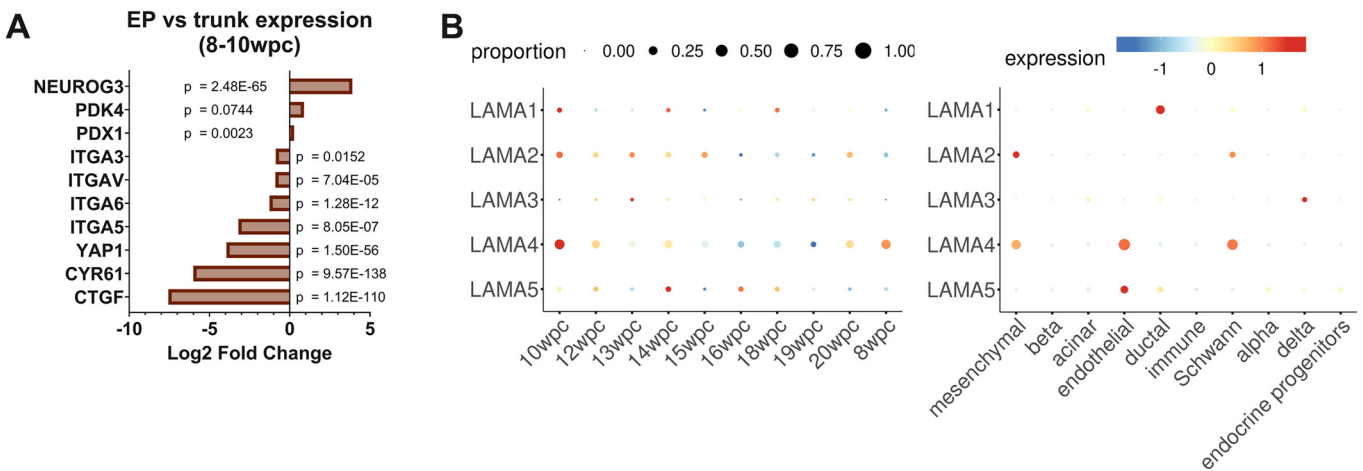

**Figure EV8. Single-cell RNA sequencing datasets validate the LN411-PDK4-endocrine specification pathway.**

(A) Log2 fold change in gene expression between endocrine progenitors (EP) and bipotent trunk progenitors (trunk) at 8-10 wpc in the OMIX001616 dataset (Ma et al, 2023). p-values are derived from MAST analysis (Finak et al, 2015) followed by Benjamini-Hochberg correction for multiple comparisons. (B) Dot plots of normalized expression of laminin  $\alpha$  subunit genes in single-cell RNA sequencing samples of fetal pancreata according to developmental time (left) and cell type (right). Plots generated using [humanpancreasdevelopment.org](https://humanpancreasdevelopment.org) (Olaniru et al, 2023).

How the deposited data were processed for this re-analysis (not part of the article)

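The data were bulk RNA sequencing of human pancreatic progenitors reseeded on LN411 or FN for 3, 6 or 24 h, with 3 samples in each of 6 groups. According to the paper, the authors demultiplexed with bcl2fastq, aligned with STAR to GRCh38.p13 with the GENCODE v32 annotation, counted reads per gene with STAR and compared LN411 with FN at each time point with DESeq2. The paper's text does not give the model formula.

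The file analysed here is the authors' deposited table of results. Its mean normalized count is a signal that the authors averaged over all samples after scaling by size factors. Its fold change and standard error are log2 values from the authors' fit. Its Wald statistic is a score that the authors obtained by dividing the log2 fold change by its standard error. Its p-value is the authors' two-sided value from the normal distribution, and its adjusted p-value is the authors' Benjamini-Hochberg value over the genes that passed independent filtering. The statistic, the p-value and the adjusted p-value were recomputed for the listed genes, apart from the very smallest p-values, and the recomputed adjusted p-values differed from the deposited ones by at most 0.000121. The table lists 21944 genes, of which 18672 are listed at all 3 times.

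Values per sample were not used here. The count model chosen in advance, its normalizations and filters on low counts, fits of single time points, fits with the replicate number as a term and fits without single samples therefore gave way to an analysis of the deposited estimates. A gene was called when its adjusted p-value was under 0.05, without a limit on the fold change, as in the authors' counts. 95% confidence intervals were derived from the log2 fold change and its standard error with the normal distribution. Log2 fold changes of different times were compared by dividing their difference by the root of the summed squared standard errors. This treats the times as independent. Their libraries are different, but the paper's text does not say whether samples of different times shared a differentiation batch. Any dependence of this kind is left out of these tests. The p-values were adjusted over all genes listed at both times.

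There were 7 gene lists fixed before the deposited table was examined. They were fixed after the paper and parts of its source data for this experiment, with genes at 3 and 6 h, had been read. The lists are therefore not independent of the results the authors reported. The 7 lists were tested at 3 times with cameraPR of limma 3.58.1 in R 4.3.3 on the Wald statistic. This used a preset correlation of 0.01 between genes and adjustment over the 21 tests. The choice in advance was camera on values per sample, for which cameraPR on the deposited statistics stands in. Tests that estimate this correlation, and fry, need values per sample and were not run. Each list's median was also set against 10000 random lists matched on mean normalized count. Lists of ribosomal protein and cholesterol synthesis genes were added after the data were examined. The genes named in the text are those the study names for this experiment, its 4 integrins, *YAP1*, the PDK family, and at each time the 3 upregulated and 3 downregulated genes with the smallest p-values. A further condition of that rule, no overlap between the values of samples, could not be applied. Gene overlaps were taken from the same annotation as the positions below, and the paper's text does not say whether counting used the strand. Some results for single genes are not reported here. Genes outside the rule are marked as chosen after their values were seen.

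Gene positions are those of GENCODE v44 on GRCh38, the assembly the authors used with an older annotation, and were matched by Ensembl identifier for all 36 genes of the rule. GC content and length were those of the longest GENCODE v44 transcript, found for 99.6% of genes. Trends were removed by subtracting medians over 25 bins of each property in turn, 3 times. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

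The calls, the time differences and the list test were tested on simulated data for 18672 genes with the deposited standard errors. Planted changes were at least 0.5 in size on the log2 scale, in genes with a mean normalized count of at least 100. Noise was normal and independent between genes. Of 200 changed genes, 194 were called, with 4 unchanged genes called. The difference test found 176 of the 200, with 9 unchanged genes. Of 150 tests of unchanged lists, 2 had an unadjusted p-value under 0.05. These rates do not extend to smaller changes, and the genes called at 6 h had a median absolute log2 fold change of 0.20. The simulation cannot test the use of the normal distribution or the correlation between genes, because its noise fixed both.

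The precision of a gene depends on its level. The median standard error of the log2 fold change at 6 h was 0.11 over all genes and 0.051 over the 7968 genes with a mean normalized count of at least 1000. The depth of single libraries is unknown. Alternatives were an adjusted p-value under 0.01, no independent filtering, one filter at all times, a t distribution, a fold-change limit, removal of GC content and length trends, and for the lists another preset correlation, ranks, log2 fold changes, a filter on the mean count and leaving out *CCN1* and *CCN2*. The latrunculin B samples were not analysed here, and only the paper's list of 100 genes was used.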

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

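The count of genes that lost a direction or a call after trend removal was chosen as a test only after the result was seen, as were the tests of one shift of all genes and the ribosomal protein and cholesterol synthesis lists, while the other tests were chosen before their outcomes were seen.

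Some genes drew attention because they were called in opposite directions on LN411 at different times. Between 6 and 24 h, 43 genes were called in opposite directions, 28 upregulated and then downregulated and 15 the other way. The difference between the times had an adjusted p-value under 0.05 for all 43, which is nearly fixed by their selection and adds no evidence. Their median absolute log2 fold change was 0.18 at 6 h and 0.23 at 24 h. *CDKN1A* had log2 fold changes of 0.20 at 6 h and −0.47 at 24 h in the authors' deposited table, and *TRPA1* of −0.33 and 1.49. Both genes were chosen after their values were seen. False calls at 6 h do not account for the whole pattern. At an adjusted p-value under 0.01 at both times, 20 genes had opposite directions, against 0.644 genes that false calls at 6 h would give. At the limit of 0.05, false calls at 6 h would give 8.05 of the 43 genes. False calls at 24 h were not counted at either limit and would add to these numbers. GC content and transcript length do not account for 24 of the genes, which kept both directions and calls after these trends were removed. For the other 19 genes, which lost a direction or a call, the opposite directions cannot be told apart from these trends, because values per sample were not used here. This does not extend to every difference between the times. Removing the trends shifted no gene by more than 0.11 at 6 h or 0.082 at 24 h. The differences of the 43 genes ran from −0.17 for *MLF2*, the smallest in size, to 1.82 for *TRPA1*, the largest. The trends as removed here are too small to make up the larger differences. A change of direction between 6 and 24 h stays open for the 24 genes as a hypothesis, and a technical difference between libraries collected at different times was not tested.

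Between 3 and 6 h, 1 gene, *MFSD4B*, was called in opposite directions, with log2 fold changes of 0.46 and −0.28 in the authors' deposited table and a difference of −0.74 (adjusted p = 0.000106). Between 3 and 24 h there were 4 such genes, *MFSD4B*, *PYGB*, *SLX4IP* and *SLC7A11*. These genes were chosen after their values were seen. No technical or biological explanation was tested for them.

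Actin and SRF targets, outside the genes the paper discusses for this experiment, were lower on LN411 at 24 h. The median log2 fold change of the 20 genes was −0.64, with 19 downregulated, and *TAGLN* had a log2 fold change of −3.27 in the authors' deposited table. The exception was *ACTA2*, with a log2 fold change of 0.11 (adjusted p = 0.490) in the authors' deposited table, and both genes were named after their values were seen. At 6 h the median was −0.10, with 4 of 20 genes downregulated with adjustment over all genes and 7 adjusted over the list alone, which also gave 1 upregulated gene. The list test gave adjusted p = 4.53e-56 at 24 h and 0.000103 at 6 h with limma's cameraPR, and the latter ranged from 2.15e-07 to 0.551 over the alternatives of the test. The data argue against GC content and transcript length as the whole cause, because the median at 24 h was −0.68 after these trends were removed, below all 10000 random lists. One shift of all genes by the authors' normalization is also excluded as the whole cause, because the list's median lay −0.68 from that of random lists, below all 10000 of them. A lower activity of SRF or a lower share of one cell type may explain the fall, and neither was tested.

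Ribosomal protein genes, also outside the paper's discussion, were higher on LN411 at 24 h, with a median log2 fold change of 0.20 over 78 genes and 69 upregulated. The median was 0.035 at 3 h and 0.061 at 6 h. These transcripts are short, but the median stayed at 0.16 after GC content and length trends were removed, above all 10000 random lists. One shift of all genes by the authors' normalization is excluded as the whole cause, because the list's median lay 0.16 above that of random lists and above all 10000 of them. Reads shared with ribosomal pseudogenes were not tested and stay open beside a biological change.

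Cholesterol synthesis genes were lower on LN411 at 24 h, with a median log2 fold change of −0.35 over 14 genes and 13 downregulated. The median stayed at −0.37 after GC content and length trends were removed, below all 10000 random lists. One shift of all genes by the authors' normalization is excluded as the whole cause, because the list's median lay −0.37 from that of random lists, below all 10000 of them. A lower activity of sterol-responsive transcription is a possible explanation that was not tested.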

How the results depend on the processing

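The alternatives other than an adjusted p-value under 0.01 were chosen after seeing the data. The alternatives chosen in advance that refit counts were not run: other normalizations, filters on low counts, DESeq2 or edgeR refits, fits of single time points, replicate blocks, fits without single samples, fry, estimated correlations and other splits of the samples. These need values per sample, which were not used here. No paired analysis was possible because the authors' deposited table carries no replicate numbers.

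With an adjusted p-value under 0.01, 43 genes were called at 3 h, 577 at 6 h and 4255 at 24 h, and 30 genes differed between 3 and 6 h and 2131 between 3 and 24 h. With an absolute log2 fold change or difference of at least 0.5, 3 genes were called at 3 h, 50 at 6 h and 1698 at 24 h, and 7, 948 and 1214 genes differed between 3 and 6 h, 6 and 24 h, and 3 and 24 h. With a t distribution of 12 degrees of freedom, 8 genes were called at 3 h and 338 at 6 h, and 0, 1394 and 1969 genes differed between these pairs of times, with 682 genes at an unadjusted p-value under 0.05 between 3 and 6 h. This alternative ignores that the authors' fit shares information on the spread between genes, and fewer calls follow from its heavier tails.

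With GC content and length trends removed, 698 genes were called at 6 h, of which 607 were among the 1065. At 3 h 55 genes were called, 51 of them among the 67, with 20 of the 55 upregulated against 32 of the 67, and at 24 h 5574 were called. The cause of these trends was not tested. Without independent filtering, 919 genes were called at 6 h, of which 33 had no adjusted p-value in the authors' deposited table, and 179 calls were lost because more genes were tested. With one filter at all times, 973 genes were called at 6 h. The overlap with the latrunculin B list was 7 genes when ranked by log2 fold change and 9 when ranked by p-value among genes with an adjusted p-value.

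The YAP targets at 6 and 24 h and the actin and SRF targets and endocrine genes at 24 h stayed past the threshold under all 6 alternatives of the list test. The endocrine genes at 6 h gave an adjusted p-value of 0.0913 with a preset correlation of 0.05, 0.546 on ranks and 0.399 on log2 fold changes, and at 3 h 0.0140 among genes with a mean normalized count of at least 100. On log2 fold changes, the adjusted p-value was 0.381 for YAP targets at 3 h, 0.551 for actin and SRF targets at 6 h, and 0.272 and 0.297 for Notch targets at 3 and 6 h. Notch targets gave 0.122 on ranks at 6 h, and at 3 h 0.0617 among genes with a mean normalized count of at least 100 and 0.0620 with the trends removed. The cause was not tested.

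Only removal of the trends can change a direction, and among 106 results for named genes at single times it reversed none with an adjusted p-value under 0.05 before or after. An adjusted p-value under 0.01 removed 3 calls, *DEPP1* at 3 h, *NKX2-2* at 6 h and *ITGA5* at 24 h, the t distribution removed 9, and removal of the trends removed 1. No independent filtering and one filter at all times removed none. Genes with low counts are limited by their errors, and *NEUROD1* and *PAX4* have no adjusted p-value at 6 h.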

Differences from the paper's values

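The paper's counts of differentially expressed genes and its overlap of 9 genes were reached. The values below set the log2 ratio of LN411 to FN computed from the paper's qPCR source data of Fig. 2B, with its standard error, beside the RNA sequencing. This standard error treats LN411 and FN as unpaired, whereas the paper used paired t-tests. An adjusted p-value under 0.01, the one alternative set before the data were examined that was run, does not move log2 fold changes and closed none of the gaps.

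For *ITGA3*, the paper's qPCR ratio is −1.91 (standard error 0.42) at 3 h, −1.51 (0.32) at 6 h and −1.19 (0.48) at 24 h, and the log2 fold changes in the authors' deposited table are 0.014, −0.043 and −0.095. For *ITGA6*, the paper's qPCR ratio is −0.51 (standard error 0.20) at 3 h, −0.78 (0.16) at 6 h and −0.43 (0.16) at 24 h, and the authors' deposited table gives 0.0071, 0.087 and 0.41. For *ITGA5*, the paper's qPCR ratio is −0.46 (standard error 0.17) at 3 h, −0.72 (0.11) at 6 h and −0.72 (0.71) at 24 h, and the authors' deposited table gives 0.023, 0.090 and 0.13. For *ITGAV*, the paper's qPCR ratio is −0.69 (standard error 0.23) at 3 h, −0.94 (0.12) at 6 h and −0.97 (0.17) at 24 h, and the authors' deposited table gives −0.032, −0.090 and −0.23.

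The paper states that integrins are downregulated on LN411, in RNA as well as in protein. Its evidence includes flow cytometry of surface integrins and qPCR in HUES4 cells, both later than 24 h after reseeding. Neither was compared with the RNA sequencing here. In the authors' deposited table at 24 h, *ITGA6* was upregulated (adjusted p = 1.58e-26) and *ITGA5* was upregulated (adjusted p = 0.0114), *ITGAV* was downregulated (adjusted p = 1.96e-05), and *ITGA3* was not called (adjusted p = 0.221). None of the 4 was called at 3 or 6 h. With an adjusted p-value under 0.01, *ITGA5* was not called.

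The paper states that *NKX2-2* was upregulated at the last time point alone. In the authors' deposited table its adjusted p-value at 6 h is 0.0155, under the limit of 0.05 that gives the paper's counts. With an adjusted p-value under 0.01, the line drawn in Fig. 4A and an alternative set before the data were examined, *NKX2-2* was not called at 6 h. A t distribution, chosen after seeing the values, also left it uncalled, with an adjusted p-value of 0.111.

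The paper's list of the top 100 upregulated genes at 6 h shares 99 genes with the ranking by p-value here. *ATOH1*, at rank 29 here, is missing from the paper's list, which holds *NDRG1*, at rank 101 here. *ATOH1* has no adjusted p-value at 6 h in the authors' deposited table. Ranking only genes with an adjusted p-value, a setting chosen after seeing the values, gave all 100 genes of the paper's list at the same ranks.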

Other observations

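The tests on FOXO and HIF targets were written after the values were seen, and the test on the qPCR reference gene before.

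The 4 integrins were lower on LN411 in all 12 comparisons of the paper's qPCR (4 genes at 3 times) and higher by RNA sequencing than by qPCR in all 12, by 0.49 to 1.92 on the log2 scale. In 11 of 12 the gap lay outside its 95% confidence interval around 0 from the combined standard errors, and the exception was *ITGA5* at 24 h. With a t distribution that allows for the 3 replicates of the qPCR, chosen after seeing the values, 7 of 12 did. The qPCR standard errors treat LN411 and FN as unpaired, with 2.09 to 4.0 degrees of freedom. The paper analysed this qPCR with paired t-tests, and the counts of comparisons given here do not use that pairing. *NEUROG3*, measured in the same qPCR experiment, had close estimates, with paper's qPCR ratios of 0.12, 0.36 and 2.51 at 3, 6 and 24 h against 0.067, 0.45 and 2.54 in the authors' deposited table. Its qPCR standard errors of 0.39, 0.32 and 0.37 are too wide to exclude a gap like the smaller ones of the integrins. The paper's methods name *GAPDH* or *RPL37A* as reference genes. The log2 fold change at 24 h in the authors' deposited table was −0.095 (adjusted p = 0.0793) for *GAPDH* and 0.19 (adjusted p = 0.000117) for *RPL37A*, so a reference gene that moves could shift qPCR ratios. Adding the change of *RPL37A* to the qPCR ratios still left 10 of the 12 comparisons apart, and *GAPDH* left 11, or 7 with either gene under the t distribution, which argues against the reference gene as the cause of the whole gap. Differences between the RNA samples, cell lines or transcript parts measured were not tested and stay open. *ITGA6* also stands first in the paper's own list of genes upregulated by latrunculin B at 6 h. The effect of LN411 on *ITGA6* was larger at 24 h than at 6 h, by 0.32 (standard error 0.052, adjusted p = 3.96e-08 from the DESeq2 estimates). Over the 18 listed integrins at 24 h, 2 were upregulated and 6 downregulated with adjustment over all genes and over the list alone, and the list test gave adjusted p = 0.306 with limma's cameraPR. The list's median at 24 h was −0.14, with 13 of 18 genes below 0, at percentile 1.0 of random lists, whose 2.5th percentile was −0.11.

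*ATOH1*, chosen after its values were seen, was the 1 gene of the top 100 at 6 h without an adjusted p-value. Its log2 fold change in the authors' deposited table was 0.16 at 3 h, 1.21 (95% confidence interval 0.85 to 1.56) at 6 h and 3.00 (2.44 to 3.56, adjusted p = 6.91e-24) at 24 h, a fold change of 7.99. At 6 h its mean normalized count of 100.02 was below the limit of independent filtering, 108.3, and adjustment over all listed genes gave an adjusted p-value of 7.40e-09 for the authors' estimate.

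Log2 fold changes followed transcript length at all 3 times and GC content at 3 and 6 h. Across the 13103 genes with a mean normalized count of at least 100, which are not independent replicates, Spearman's rho with GC content was 0.316 at 3 h and 0.208 at 6 h, and −0.0031 across 13099 genes at 24 h. With transcript length it was −0.134, −0.325 and −0.160. The largest shift of a gene when the trends were removed was 0.055 at 3 h, 0.11 at 6 h and 0.082 at 24 h, against a median absolute log2 fold change of 0.20 among the genes called at 6 h. Whether the trends come from the libraries or from the cells was not tested, since values per sample were not used here.

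*PDK4*, *DDIT4*, *DEPP1*, *FOXO3* and *BBC3*, which are linked to FOXO factors, are in the paper's top 100 list at 6 h. A general rise of FOXO targets was a candidate explanation. The 24 listed members of a FOXO list without these 5 genes had a median log2 fold change of −0.0043 at 6 h, at percentile 13.4 of random lists, with 5 upregulated and 2 downregulated, the same counts adjusted over the list alone, and an adjusted p-value of 0.843. Members that go both ways leave this open. At 24 h the list had a median of 0.11, at percentile 99.1 of random lists, with 11 upregulated and 7 downregulated, and an adjusted p-value of 0.377.

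*EGLN3*, *ADM* and *STC2*, downregulated at 6 h, are HIF targets. A general fall of HIF targets was a candidate explanation. A HIF list of 27 genes, which leaves out these 3 genes and *ANGPTL4*, *DDIT4* and *NDRG1* because the paper's lists hold them, had a median of 0.053 at 6 h, at percentile 94.9 of random lists, with 0 downregulated and 1 upregulated over all genes, 0 and 0 adjusted over the list alone, and an adjusted p-value of 0.157. With 0 downregulated, 8 members below 0 and 19 above, this argues against a general fall at 6 h for the 27 genes. Their median lay within the middle 95% of random lists. The genes left out went both ways. *EGLN3*, *ADM* and *STC2* fell, while *ANGPTL4*, *DDIT4* and *NDRG1* had log2 fold changes of 0.48, 0.42 and 0.27 at 6 h in the authors' deposited table. A fall limited to part of the HIF targets stays open. At 24 h the percentile was 28.6, 4 were upregulated and 6 downregulated, or 4 and 7 adjusted over the list alone, with an adjusted p-value of 0.235.

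Notch targets were shifted upward at 3 h (adjusted p = 0.0188) and 6 h (adjusted p = 0.00863) with limma's cameraPR, and not at 24 h (adjusted p = 0.484). The list's median was 0.080 at 3 h, at percentile 98.955 of random lists, 0.027 at 6 h, at percentile 61.1, and −0.033 at 24 h, at percentile 26.5. The list has 9 listed members, of which 2 were upregulated at 6 h with adjustment over all genes and 3 adjusted over the list alone. *HEY1* had log2 fold changes of 0.46 (adjusted p = 2.23e-12) at 6 h and 0.93 (adjusted p = 4.44e-50) at 24 h in the authors' deposited table, and was chosen after its values were seen. The shift was lost under several alternatives of the list test.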
